# Genotype Variation in Rice (*Oryza sativa* L.) Tolerance to Fe Toxicity Might Be Linked to Root Cell Wall Lignification

**DOI:** 10.3389/fpls.2019.00746

**Published:** 2019-06-12

**Authors:** Ricardo José Stein, Guilherme Leitão Duarte, Lívia Scheunemann, Marta Gomes Spohr, Artur Teixeira de Araújo Júnior, Felipe Klein Ricachenevsky, Luis Mauro Gonçalves Rosa, Nilson Ivo Tonin Zanchin, Rinaldo Pires dos Santos, Janette Palma Fett

**Keywords:** iron, rice, lignin, root, exclusion

## Abstract

Iron (Fe) is an essential element to plants, but can be harmful if accumulated to toxic concentrations. Fe toxicity can be a major nutritional disorder in rice (*Oryza sativa*) when cultivated under waterlogged conditions, as a result of excessive Fe solubilization of in the soil. However, little is known about the basis of Fe toxicity and tolerance at both physiological and molecular level. To identify mechanisms and potential candidate genes for Fe tolerance in rice, we comparatively analyzed the effects of excess Fe on two cultivars with distinct tolerance to Fe toxicity, EPAGRI 108 (tolerant) and BR-IRGA 409 (susceptible). After excess Fe treatment, BR-IRGA 409 plants showed reduced biomass and photosynthetic parameters, compared to EPAGRI 108. EPAGRI 108 plants accumulated lower amounts of Fe in both shoots and roots compared to BR-IRGA 409. We conducted transcriptomic analyses of roots from susceptible and tolerant plants under control and excess Fe conditions. We found 423 up-regulated and 92 down-regulated genes in the susceptible cultivar, and 42 up-regulated and 305 down-regulated genes in the tolerant one. We observed striking differences in root gene expression profiles following exposure to excess Fe: the two cultivars showed no genes regulated in the same way (up or down in both), and 264 genes were oppositely regulated in both cultivars. Plants from the susceptible cultivar showed down-regulation of known Fe uptake-related genes, indicating that plants are actively decreasing Fe acquisition. On the other hand, plants from the tolerant cultivar showed up-regulation of genes involved in root cell wall biosynthesis and lignification. We confirmed that the tolerant cultivar has increased lignification in the outer layers of the cortex and in the vascular bundle compared to the susceptible cultivar, suggesting that the capacity to avoid excessive Fe uptake could rely in root cell wall remodeling. Moreover, we showed that increased lignin concentrations in roots might be linked to Fe tolerance in other rice cultivars, suggesting that a similar mechanism might operate in multiple genotypes. Our results indicate that changes in root cell wall and Fe permeability might be related to Fe toxicity tolerance in rice natural variation.

## Introduction

Iron (Fe) is an essential nutrient for plants. It is involved in oxi-reductive reactions in photosynthesis, respiration and nitrogen assimilation, as well as in other important plant biological processes. Thus, plants have evolved mechanisms to maintain Fe homeostasis when soil concentration is low (Sperotto et al., 2012; Ricachenevsky et al., 2018). However, Fe can also become toxic if accumulated inside the cell, acting as a potent generator of reactive oxygen species (ROS), specially the hydroxyl radical, by the Fenton reaction (Becana et al., 1998). This radical is extremely toxic to cell metabolism, leading to oxidation of biological macromolecules such as lipids, proteins and nucleic acids, causing membrane leakage and even cell death (Blokhina et al., 2003). Thus, plants must maintain Fe concentrations within a narrow range for proper growth and development.

Rice plants are especially prone to Fe toxicity when cultivated under flooded conditions. Well-aerated soils usually have high amounts of ferric Fe (Fe^3+^), which has low solubility. Waterlogging, however, results in an anoxic and reductive environment that reduces Fe^3+^ to the more soluble Fe^2+^, which is accumulated in the soil solution (Becker and Asch, 2005). Wetland rice stands for most of the world rice production, and Fe toxicity reduces rice yield by 12 to 100%, depending on the genotype, intensity of Fe toxicity stress and soil fertility status (Sahrawat, 2004). Two distinct types of toxicity have been described in the literature: a true (or real) Fe toxicity – characterized by the accumulation of toxic levels of Fe in the plant body (Sahrawat, 2000; Olaleye et al., 2001; Stein et al., 2009a) and an indirect toxicity, caused by Fe precipitation in the root apoplast – the Fe plaque – resulting in multiple nutritional deficiencies (Sahrawat, 2004).

Different Fe toxicity tolerance mechanisms have been proposed for rice plants: type I consists in Fe exclusion from roots, and uses aerenchyma-derived oxygen or enzymatic activity to oxidize Fe^2+^ into Fe^3+^, which precipitates as an Fe plaque at the root surface (Wu et al., 2014); type II consists of shoot tolerance to high Fe concentration, likely through compartmentalization via storage within the inner cavity of ferritin proteins (Stein et al., 2009b) or by the action of vacuolar transporters such as VITs (VACUOLAR IRON TRANSPORTER, Zhang et al., 2012); and type III, in the presence of an antioxidant system that detoxifies reactive oxygen species produced via Fenton when Fe is present in excess (Wu et al., 2017). Type I is considered a root-based mechanism, and types II and III are shoot-based mechanisms. Clearly, there is wide variation in tolerance, which depends on the stress duration, strength, and plant developmental stage. Some genotypes may present contrasting phenotypes depending on how the experiments are performed (Wu et al., 2014; Matthus et al., 2015), indicating the need to better understand the underlying physiological and molecular mechanisms of Fe tolerance. Previous work showed that (1) photosynthesis is affected by Fe toxicity (Stein et al., 2009a; Müller et al., 2017); known Fe uptake genes are down-regulated upon high Fe treatment (Finatto et al., 2015); and that early (3 days) and late (3 weeks) Fe toxicity responses are quite different in both roots and shoots (Quinet et al., 2012). However, molecular mechanisms associated with tolerant and sensitive genotypes are underexplored.

Although no causative gene that confers Fe tolerance was cloned, previous studies showed that Fe tolerance in distinct rice genotypes is a quantitative trait, with many QTL already described, all showing small effects (Dufey et al., 2009, 2012, 2015; Wu et al., 2014; Matthus et al., 2015; Zhang et al., 2017). Based on these studies, shoot-based tolerance might be linked to two glutathione S-transferases localized in chromosome 1, which are induced upon Fe stress (Matthus et al., 2015). For root-based mechanisms of Fe exclusion, one QTL co-localizes with OsIRT1, which is a Fe^2+^ transporter involved in the combined strategy for Fe acquisition present in rice (Ishimaru et al., 2006; Sperotto et al., 2012; Ricachenevsky and Sperotto, 2014).

Here, we analyzed the effects of high Fe concentration on two rice cultivars previously characterized as Fe toxicity susceptible and tolerant, BR-IRGA 409 and EPAGRI 108 (Silveira et al., 2007). The two cultivars are commonly used in rice fields in the two southernmost provinces of Brazil, Rio Grande do Sul, and Santa Catarina. Besides physiological characterization, transcriptomic analyses using microarrays were performed, showing markedly different gene expression profiles in the two contrasting cultivars. Our data suggest that tolerance to high Fe in some rice cultivars can be linked to increased lignification, which would in turn result in decreased permeability for Fe radial diffusion in roots and consequently lower root-to-shoot Fe translocation.

## Results

### BR-IRGA 409 and EPAGRI 108 Susceptibility and Tolerance to Fe Toxicity

BR-IRGA 409 and EPAGRI 108 (hereafter “susceptible” and “tolerant” cultivars) were previously characterized as susceptible and tolerant to Fe toxicity, respectively, based solely on shoot biomass (Silveira et al., 2007). In order to further characterize the physiological responses of these cultivars to high Fe, we exposed plants to 500 ppm (excess Fe) and 6.5 ppm (control) for 9 days. Plants from the susceptible cultivar developed typical symptoms of Fe toxicity, with appearance of bronzing and necrotic lesions on leaves, while roots turned brown/orange (Figure 1B,D). The tolerant cultivar showed weaker symptoms of Fe toxicity in both shoots and roots (Figure 1A,C). Confirming previous data, shoot and root dry weight of the susceptible cultivar were decreased upon excess Fe treatment (Figure 1E,F), while no significant differences were observed in shoot and root dry weight in the tolerant cultivar. Exposure to excess Fe also led to a severe reduction of chlorophyll concentration in the susceptible cultivar, but no reduction in the tolerant one (Figure 1G). This clearly shows that BR-IRGA 409 and EPAGRI 108 are susceptible and tolerant to excessive Fe in our experimental conditions.

**Figure 1:**
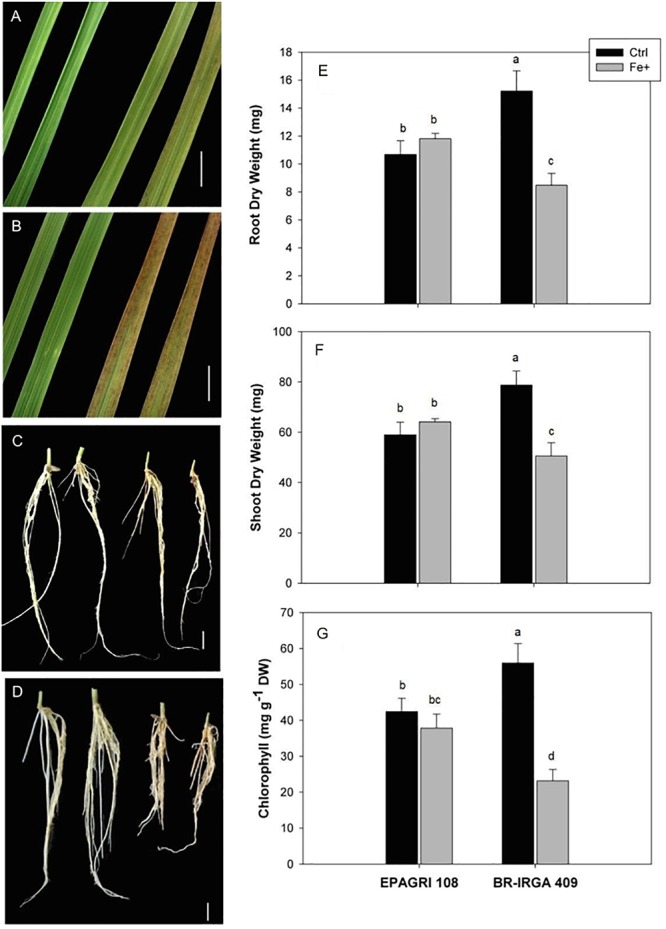
Effects of excess iron in leaves **(A,B)** and roots **(C,D)** from EPAGRI 108 **(A,C)** and BR-IRGA 409 **(B,D)** rice plants exposed for 9 days to control (left) and excess (right) iron treatments. Bars represent 0.5 cm. Root **(E)**, and shoot **(F)** dry weight, and total chlorophyll **(G)** of plants exposed for 9 days to control (Ctrl) or iron excess (Fe+). Each value represents the mean of six replicates ± SE. Distinct letters above the bars indicate significant difference between means (Duncan test, *P* ≤ 0.05).

In order to find possible differences in Fe partitioning that could account for differences in tolerance, we quantified Fe concentrations in plants from both cultivars under control and excess Fe conditions (Table 1). Interestingly, shoots and roots (after Fe plaque removal – see below) from both cultivars showed comparable concentrations of Fe. Upon excess Fe treatment, shoots, and roots of the susceptible cultivar increased Fe concentration to a largest extent compared to the tolerant one. In shoots the susceptible cultivar had an increase of sevenfold, whereas the tolerant one had a fourfold increase (Table 1). In order to account for the larger biomass of the tolerant cultivar (Figure 1), we also considered the total Fe content (Fe concentrations in roots and shoots multiplied by the respective dry weights) in both cultivars. The average total Fe contents within plants (roots plus shoots, excluding the “Fe plaque”) under the control treatment were 27.8 and 35.3 mg of Fe in EPAGRI 108 and BR-IRGA 409 plants, respectively. Upon excess Fe treatment, those contents reached 100.8 μg Fe in the tolerant cultivar (EPAGRI 108) and 129.4 μg Fe in the susceptible one. Therefore, even with lower biomass, total Fe uptake in plants from the susceptible cultivar was 28% higher than in the tolerant plants. Similarly, the Fe concentration in roots “Fe plaque” was higher in plants submitted to excess Fe treatment than in control plants, again to a larger extent in the susceptible cultivar. Interestingly, root Fe concentration in the “Fe plaque” was lower under excess Fe conditions in the tolerant cultivar than in the susceptible one (Table 1). Taken together, these results indicate that EPAGRI 108 is capable of excluding Fe from entering the root symplast, thus decreasing root to shoot Fe translocation.

**Table 1:** Iron accumulation and distribution in rice plants from cultivars EPAGRI 108 and BR-IRGA 409 after 9 days of exposure to control (Control) or excess (Fe+) iron treatments.

	EPAGRI 108		BR-IRGA 409	
	Control	Fe+	Control	Fe+
Shoot (mg Fe g^-1^ DW)	0.30 ± 0.02c	1.25 ± 0.11b	0.29 ± 0.03c	2.04 ± 0.21a
Root (mg Fe g^-1^ DW)	0.91 ± 0.16c	1.97 ± 0.23b	0.81 ± 0.15c	2.58 ± 0.2a
Iron plaque (mg Fe g^-1^ DW)	48.07 ± 0.94d	88.81 ± 2.53b	39.04 ± 2.58c	104 ± 2.65a

*Each value represents the mean of six replicates. Distinct letters indicate significant difference between means from each parameter (*P* ≤ 0.05)*.

### Gas Exchange Measurements Reflect the Susceptible and Tolerant Phenotypes

Plants of both cultivars were exposed to excess Fe and control conditions for gas exchange measurements. Plants from the susceptible cultivar exposed to excess Fe showed lower rates of light saturated photosynthesis compared to control plants, while plants from the tolerant cultivar showed little difference between treatments (Figure 2). Decrease on carbon assimilation in BR-IRGA 409 plants was detected as early as the first day of exposure to excess Fe, with further decrease during the 9 days of treatment. In EPAGRI 108, a similar decrease in carbon assimilation was observed after 1 day of treatment. However, after 6 days of excess Fe treatment, plants from the tolerant cultivar recovered, and the photosynthetic activity reached levels similar to those of the control treatment. Thus, the tolerant cultivar is able to circumvent the effects of Fe toxicity to maintain carbon assimilation.

**Figure 2:**
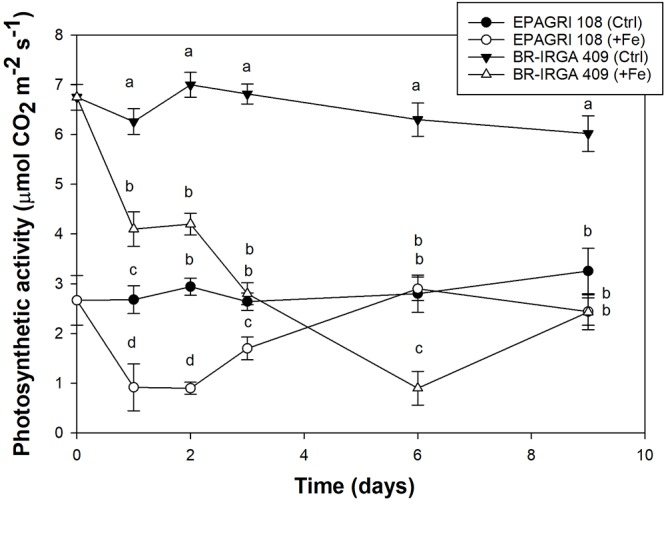
Net CO_2_ assimilation rate from cultivars BR-IRGA 409 (circles) and EPAGRI 108 (triangles) rice plants, exposed to control (closed symbols) or excess (open symbols) iron treatments. Gas exchange measurements were performed after 1, 2, 3, 6,and 9 days of exposure to treatments, using the youngest fully expanded leaf from each plant. Each value represents the mean of six replicates ± SE.

Different patterns of CO_2_ assimilation rates/estimated substomatal CO_2_ partial pressure (A/Ci) response curves were observed in tolerant EPAGRI 108 and susceptible BR-IRGA 409 plants (Figure 3A,B). Under excess Fe, plants from both cultivars showed a reduction in photosynthetic capacity (the maximum rate of photosynthesis reached under CO_2_ saturation as light is already saturating), which was clearer in BR-IRGA 409 plants. Plants from the susceptible cultivar also showed a decrease in the slope of the A/Ci relationship, indicating a reduction in the carboxylation efficiency under excess Fe compared to control conditions (Figure 3A). Plants from the tolerant cultivar, however, showed no reduction (Figure 3B). Analysis of the response curves by using the model proposed by Farquhar et al. (1980) indicated that excess Fe led to a decrease in maximum carboxylation rate (Vc_max_, 24.5% reduction) and electron transport rate (J_max_, 41.7% reduction) after 6 days of exposure only in the susceptible cultivar (BR-IRGA 409), compared to the control treatment. EPAGRI 108 plants showed no statistically significant changes in both parameters (Table 2).

**Figure 3:**
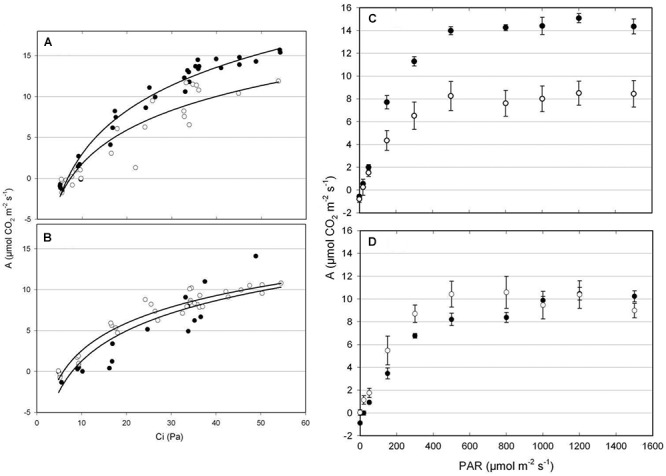
CO_2_ response **(A,B)** and light response **(C,D)** curves from BR-IRGA 409 **(A,C)** and EPAGRI 108 **(B,D)** rice plants after 6 days of exposure to control (closed circles) or excess (open circles) iron treatments. Photosynthetic response curves were obtained for the youngest fully expanded leaf from each plant. Each curve represents the measurements obtained from four independent plants. In C and D, means ± SE are shown. A, net CO_2_ assimilation rate; Ci, estimated substomatal CO_2_ partial pressure; PAR, photosynthetic active radiation.

**Table 2:** Effects of 6-days exposure to control (Control) or excess (Fe+) iron treatments on photosynthetic parameters of rice plants from cultivars EPAGRI 108 and BR-IRGA 409.

	EPAGRI 108		BR-IRGA 409	
	Control	Fe+	Control	Fe+
Vc_max_ (μmol CO_2_ m^-2^s^-1^)	17.75 ± 2.05c	18.65 ± 1.74c	30.78 ± 0.7a	23.25 ± 2.30b
J_max_ (μmol m^-2^ s^-1^)	58.3 ± 15.27b	65.6 ± 12.52b	111.55 ± 12.59a	65.05 ± 5.73b
ϕ_m_ (mol CO_2_ mol^-1^ photons)	0.0369 ± 0.0059b	0.0394 ± 0.0044b	0.0524 ± 0.0043a	0.0252 ± 0.0056c

*Each value represents the mean of four replicates. Distinct letters indicate significant difference between means from each parameter (*P* ≤ 0.05). ϕ_*m*_, apparent quantum yield; Vc_*max*_, maximum carboxylation rate; J_*max*_, electron transport rate*.

The light response curves (Figure 3C,D) revealed a clear advantage for the susceptible BR-IRGA 409 plants under non-stressful conditions, while tolerant EPAGRI 108 plants showed no differences when cultivated under control or excess Fe treatments,. Exposure of BR-IRGA 409 plants to excess Fe resulted in a significant reduction (51.9%) on the apparent quantum yield (ϕ_m_) as compared to control plants, while a small reduction (6.3%, not significant) was observed in EPAGRI 108 plants (Table 2). These data indicate that photosynthesis is only marginally affected by excess Fe in plants from the tolerant cultivar, whereas photosynthetic parameters showed significant decreases in plants from the susceptible one when exposed to excess Fe.

### Oxidative Metabolism Is Affected in Leaves of the Susceptible but Not in Tolerant Cultivar Under Excess Fe

Differences in oxidative metabolism were already suggested as possible sources of tolerance to Fe toxicity in rice (Wu et al., 2017). In the present work, fully expanded leaves from plants of the susceptible cultivar exposed to excess Fe showed higher thiobarbituric acid-reacting substances (TBARS; Figure 4A), carbonyl concentration (Figure 4B) and H_2_O_2_ levels (Figure 4C) than leaves from plants in control conditions, while no difference could be observed in leaves of the tolerant cultivar (Figure 4). These data clearly indicated that excess Fe caused oxidative stress only in the susceptible cultivar (BR-IRGA 409), increasing to oxidation of lipids, proteins and the H_2_O_2_ accumulation in the leaves, whereas no changes are observed in the tolerant cultivar.

**Figure 4:**
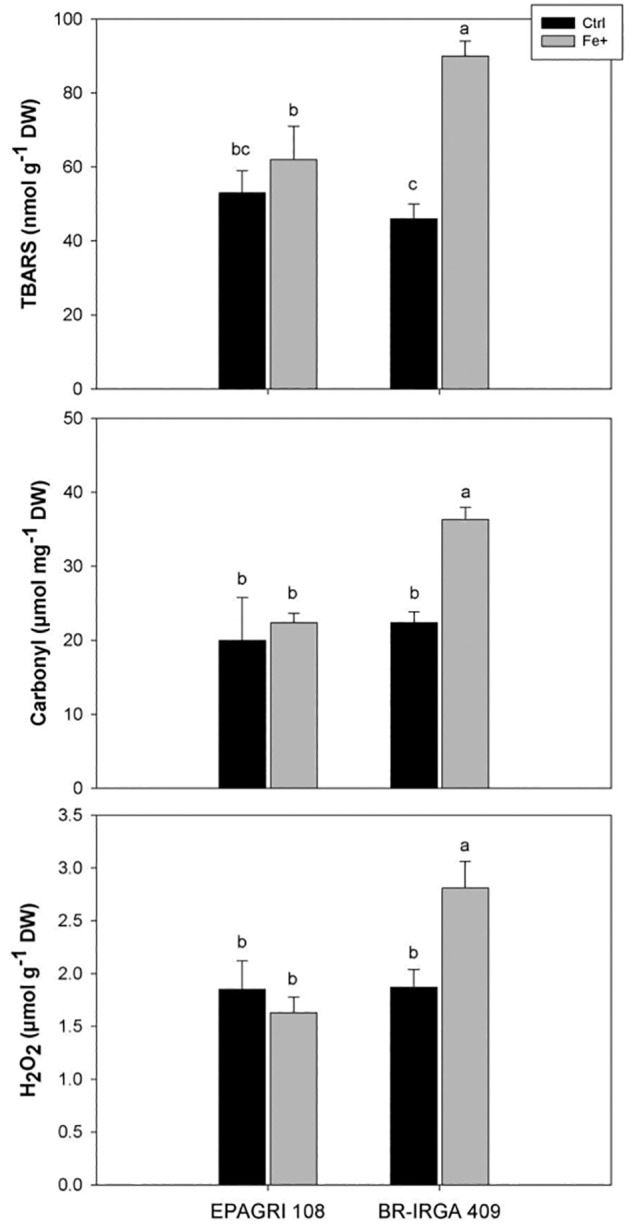
Oxidative damage to lipids and proteins (TBARS and Carbonyl accumulation, respectively) and H_2_O_2_ accumulation in fully expanded leaves from EPAGRI 108 and BR-IRGA 409 rice plants after 9 days of exposure to control (Ctrl) or excess (Fe+) iron treatments. Each value represents the mean of six replicates ± SE. Distinct letters above the bars indicate significant difference between means (Duncan test, *P* ≤ 0.05).

Antioxidative enzyme activities were differentially regulated upon excess Fe in each cultivar. Compared to controls, catalase (CAT) activity was increased by Fe toxicity in both cultivars, whereas ascorbate peroxidase (APX) activity was increased to a higher extent in the susceptible one (Figure 5A,B). No difference in superoxide dismutase (SOD) activity was observed in plants from both cultivars submitted to excess Fe compared to controls (Figure 5C). Although we cannot rule out a shoot-based mechanism for EPAGRI 108 Fe tolerance (e.g., increased Fe compartmentalization in vacuoles), these data indicate that the tolerant cultivar has few changes in the antioxidant metabolism that could account for the tolerant phenotype. Thus, EPAGRI 108 seems to be at least to some extent tolerant to excessive Fe due to root-based mechanisms.

**Figure 5:**
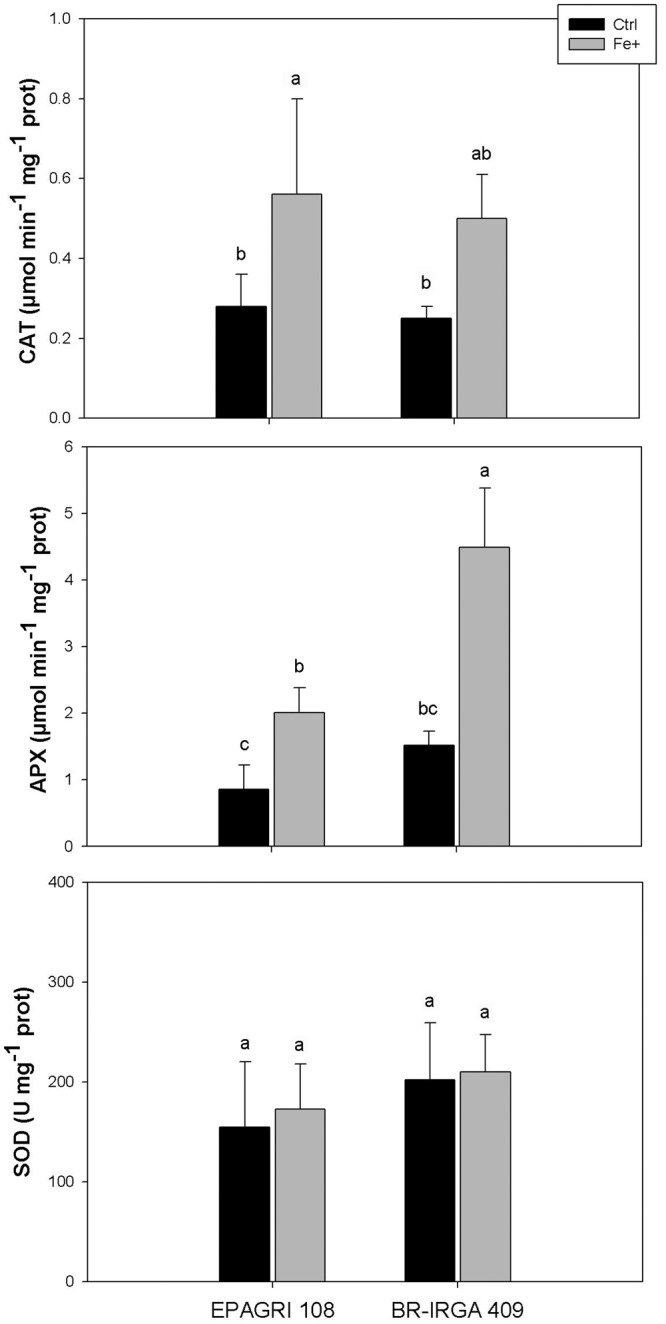
Activity of antioxidant enzymes (CAT, APX, and SOD) in fully expanded leaves from EPAGRI 108 and BR-IRGA 409 rice plants after 9 days exposure to control (Ctrl) or excess (Fe+) iron treatments. Each value represents the mean of six replicates ± SE. Distinct letters above the bars indicate significant difference between means (Duncan test, *P* ≤ 0.05).

### The Gene Expression Profiles of Plants Exposed to Excess Fe Are Highly Divergent

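Root RNA of the susceptible cultivar BR-IRGA 409 and of the tolerant cultivar EPAGRI 108 was measured on 12 GeneChip Rice Genome Arrays, 3 for each of 4 groups. Plants of each cultivar had been kept for 3 days with 500 mg/L Fe (excess Fe) or with 6.5 mg/L Fe (control). The authors computed the values with RMA, which corrects the probes for background, brings all arrays to a common distribution and combines the probes of each probe set into 1 log2 value. Their methods then add a fixed quantity, whose size is not stated, to the linear values. A quantity of 16, with which the study's BR-IRGA 409 folds are met more closely than with none (median distance 0.0420 against 0.203 in log2), is not part of the values used here, since the lowest value per array lies between 1.51 and 1.74, below the log2 of 16. Of 57381 probe sets, 123 control probe sets were left out and 57258 were tested. The median of an array lay between 5.16 and 5.22. Group means were compared with limma in 1 fit of all 12 arrays, and a probe set was called up- or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 3-fold. Levels are given below as log2 mean ± SD of 3 arrays, and changes as log2 fold change of excess Fe against control with its standard error (SE). The brightest of the control probe sets that have no target in rice stood at 4.51 to 5.01, depending on the array. Where every array of a group lay at or under that level, the change is given as "at least" a fold, with each array of that group set to the level of its own control probe sets, since the fitted change is then no bound. The number of arrays limits the precision of every value.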

To evaluate the impact of high levels of Fe on root gene expression profiles of the two rice cultivars, we used the Rice Gene Chip genome array (Affymetrix). Plants from EPAGRI 108 and BR-IRGA 409 cultivars were treated with excess Fe for 3 days. We chose this particular time point based on the photosynthetic activity data, which clearly indicated a slow but consistent increase in the photosynthetic capacity of EPAGRI 108 plants in day three after an initial drop upon exposure to excess Fe on days one and two (Figure 2), indicating that this could be the time point when tolerance-related traits started to be expressed. 

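In roots of BR-IRGA 409, 627 probe sets were up-regulated and 143 down-regulated after 3 days of excess Fe. Among the largest rises was that of LOC_Os04g45510, a gene of unknown function, which went from 2.94 ± 0.30 to 11.17 ± 0.028 (n = 3 arrays each), at least 77.7-fold (adjusted p = 3.82e-06). Among the deepest falls was that of OsYSL15, which carries Fe(III) bound to phytosiderophores into the root. In EPAGRI 108, 162 probe sets were higher and 13 lower on the arrays labelled excess Fe than on those labelled control. By these labels the EPAGRI 108 changes run opposite to the study's tables in 214 of the 214 entries compared (all 43 of Table S3 and the 171 of the 310 of Table S4 held in the copy used), while the RT-qPCR of Figure 7 runs the study's way for OsPrx46, LOC_Os10g37160, LOC_Os02g37380, LOC_Os10g31670 and the dirigent-like genes, though the paper notes that some other genes lacked the down-regulation expected there. Neither settles which direction holds, so EPAGRI 108 directions are given here by the array labels. The potassium transporter gene HAK5 was higher on the EPAGRI 108 arrays labelled excess Fe (log2 fold change 3.26, SE 0.63, adjusted p = 0.0401), as was PSK4, which encodes a precursor of the growth peptide phytosulfokine (3.22, SE 0.57, adjusted p = 0.0392). The sulfate transporter gene LOC_Os03g09980 was lower (-2.23, SE 0.41, adjusted p = 0.0392). By limma 0 probe sets were called in EPAGRI 108 when the same-numbered arrays of a cultivar were taken as pairs (smallest adjusted p = 0.0712, which is also that of HAK5, PSK4 and LOC_Os03g09980), when 16 was added to the linear values, or without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.215 for the 3 genes). With the replicate number as a block over all 4 groups instead, 186 were higher and 17 lower in EPAGRI 108, and no EPAGRI 108 call among the 174 genes named by rule ended. At an unadjusted limma p under 0.05, 5911 probe sets differed in EPAGRI 108 and 10568 in BR-IRGA 409, and the methods' t-test, unadjusted and with at least 3-fold, gave 202 higher and 18 lower in EPAGRI 108. Without EPAGRI 108 control replicate 1 the EPAGRI 108 counts were 457 higher and 36 lower, and without EPAGRI 108 excess Fe replicate 1 they were 240 higher and 55 lower.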

Exposure to excess Fe distinctly affected gene expression in the two cultivars: there were 423 up-regulated and 92 down-regulated genes in the susceptible cultivar BR-IRGA 409, while 43 up-regulated and 310 down-regulated genes were found in the tolerant cultivar EPAGRI 108 (Figure 6 and Supplementary Tables S1–S4). Strikingly, we found that there was no overlap between the responses in the two cultivars: 232 genes up-regulated in the susceptible cultivar were also down regulated in the tolerant one, while 29 down regulated in the susceptible were up regulated in the tolerant one. 

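By the array labels, the probe sets called in both cultivars moved the same way. Of them 136 were higher and 12 lower with excess Fe in both, where independent lists of these sizes would share 1.77 and 0.0325. OsCPS4, whose enzyme makes a diterpene precursor of phytoalexins, had log2 fold changes of 3.42 (SE 0.62, adjusted p = 0.00461) in BR-IRGA 409 and 3.06 (SE 0.62, adjusted p = 0.0439) in EPAGRI 108. The omega-6 fatty acid desaturase gene LOC_Os07g23410 had 2.61 (SE 0.44, adjusted p = 0.00323) and 2.83 (SE 0.44, adjusted p = 0.0355). Among the genes lower in both, CIPK3, a protein kinase that works with calcium sensors, had -2.28 (SE 0.34, adjusted p = 0.00143) and -1.72 (SE 0.34, adjusted p = 0.0418), and LOC_Os05g28770, of unknown function, -2.93 (SE 0.39, adjusted p = 6.68e-04) and -2.09 (SE 0.39, adjusted p = 0.0392). Of the 627 probe sets up-regulated in BR-IRGA 409, 621 had a log2 fold change above 0 in EPAGRI 108, and of the 143 down-regulated, 130 had one below 0. Conversely, 159 of the 162 probe sets higher in EPAGRI 108 were above 0 in BR-IRGA 409, and 13 of 13 lower ones were below 0. With limma, 0 probe sets were called in opposite directions. At an unadjusted limma p under 0.05 in both cultivars, 47 ran in opposite directions and 4056 in the same one, and with at least 3-fold in both the counts were 0 and 250. The methods' t-test, unadjusted and with at least 3-fold, also gave 0 in opposite directions. The EPAGRI 108 side of these shared calls ends with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712 to 0.0729 for the 4 genes) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.224), so that the shared count is then 0. Without EPAGRI 108 control replicate 1, 368 were shared in direction and 1 was opposite, LOC_Os01g03370, whose EPAGRI 108 control arrays lie at or under the brightest control probe sets without a rice target, and without EPAGRI 108 excess Fe replicate 1 the shared count was 228.

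**Figure D1:**
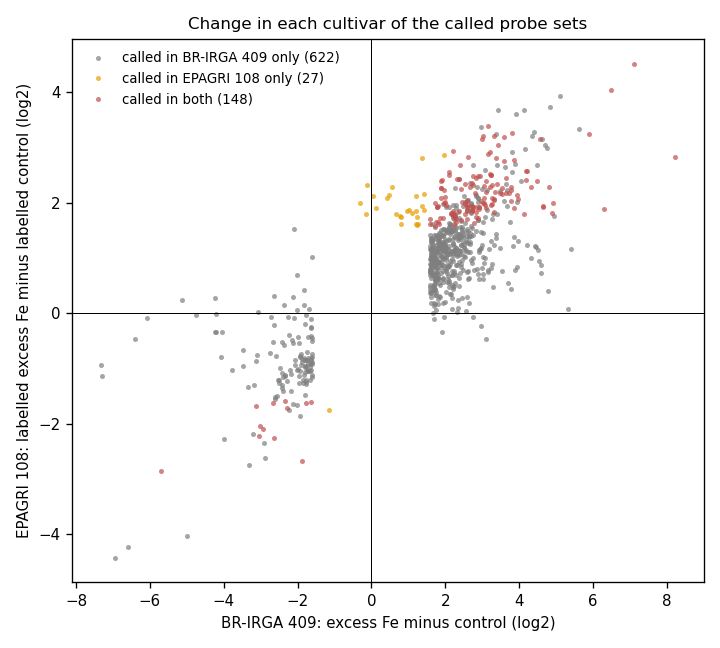
Log2 change with excess Fe of each probe set called in either cultivar, BR-IRGA 409 on the horizontal axis and EPAGRI 108, by the array labels, on the vertical axis, with each point a probe set coloured by where it was called. The 148 probe sets called in both lie at the upper right or the lower left. Some fitted changes rest on levels under those of the brightest control probe sets without a rice target.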

There were 191 and 15 exclusively up-regulated in the susceptible and tolerant cultivars, respectively; and 64 and 78 down regulated in the susceptible and tolerant cultivars, respectively (Figure 6). These results were confirmed by RT-qPCR analyses of 13 selected genes (Figure 7A–M). 

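In BR-IRGA 409, 491 probe sets were up-regulated and 131 down-regulated that were not called in EPAGRI 108. By the array labels, 26 were higher and 1 was lower in EPAGRI 108 without being called in BR-IRGA 409. The 1 lower probe set is that of the beta-glucosidase gene LOC_Os09g31430. A call in 1 cultivar and not in the other does not show that the cultivars differ. A test of the difference itself, the interaction of cultivar and treatment, would call 1838 probe sets with the EPAGRI 108 labels exchanged. By the array labels, used here, it called 80 probe sets, 49 with the BR-IRGA 409 change above that of EPAGRI 108 and 31 below. LOC_Os03g16030, of a class I small heat shock protein, a chaperone of damaged proteins, rose from 4.58 ± 0.33 to 9.92 ± 0.59 in BR-IRGA 409 (n = 3 each), at least 32.6-fold, and lay under the brightest control probe sets on all 6 EPAGRI 108 arrays (interaction adjusted p = 2.68e-05). LOC_Os01g41430, described as a glycosyltransferase of flavonols, rose at least 19.7-fold in BR-IRGA 409 (interaction adjusted p = 1.15e-04). The subtilase-like peptidase gene LOC_Os04g03802 had a log2 fold change of 3.10 (SE 0.36, adjusted p = 3.13e-04) in BR-IRGA 409 (interaction adjusted p = 0.0129), and lay under those probe sets in both EPAGRI 108 groups. Among the falls, LOC_Os11g15624, of unknown function, was at least 20.8-fold lower in BR-IRGA 409 excess Fe (interaction adjusted p = 1.52e-07), and LOC_Os01g65110, of the proton-dependent oligopeptide transporter family, at least 13.2-fold lower (interaction adjusted p = 4.26e-04). Of the 80 probe sets, 51 were called between the cultivars in control and 29 in excess Fe. The interaction equals the gap between the cultivars in control minus that in excess Fe, so such an overlap is partly built in. With 16 added to the linear values the interaction called 48. With same-numbered arrays as pairs the 27 EPAGRI 108 calls without one in BR-IRGA 409 end as well (adjusted p = 0.0712 for LOC_Os09g31430), and so they do without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.209 for that gene).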

The microarray data was confirmed in most cases, with the exception of some genes that are regulated in opposite directions in the two cultivars, which did not show the expected down-regulation. This might be due to the fact that some genes shown as down-regulated in the microarray already have low expression under control conditions. Altogether, these results indicate that these cultivars respond very differently to excess Fe, and confirm the quality of our dataset.

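Gene lists were compared as wholes. Of 22 lists, 14 shifted as a whole with excess Fe in BR-IRGA 409, 13 in EPAGRI 108 by the array labels, and 7 in the difference between the cultivars' responses, at a camera adjusted p under 0.05 with a preset correlation between genes. With an estimated correlation 3 lists shifted in BR-IRGA 409, 0 in EPAGRI 108 and 3 in the difference, and these are the lists of Fe uptake, of Fe storage and of the methionine cycle that feeds phytosiderophores. Of their members 12 of 14, 6 of 8 and 1 of 4 were matched to probe sets through the study's own tables of genes changed on these arrays, which favours a shift and a difference for the first 2. Of 7 genes of the phosphate starvation response, 1 rose in BR-IRGA 409 (3 when adjusted over the list alone), LOC_Os03g05334, with a log2 fold change of 2.01 (SE 0.32, adjusted p = 0.00229), and OsSPX2, a phosphate sensor, had 0.96 (SE 0.13, adjusted p = 9.12e-04), under 3-fold. The median of that list was 0.33 in BR-IRGA 409 (adjusted p = 0.00219, adjusted p = 0.161 with an estimated correlation) and 0.081 in EPAGRI 108 (adjusted p = 0.243), and it shifted in the difference (median 0.36, adjusted p = 0.00332, adjusted p = 0.246 with an estimated correlation). Of 4 genes of fermentation and low oxygen, OsHb2, a hemoglobin, fell in BR-IRGA 409 (-2.37, SE 0.37, adjusted p = 0.00190), the only one to do so over all probe sets or when adjusted over the list alone, and had 0.15 (adjusted p = 0.983) in EPAGRI 108. That list did not shift in BR-IRGA 409 (adjusted p = 0.423) or EPAGRI 108 (adjusted p = 0.192), but did in the difference (median -0.18, adjusted p = 0.0388, adjusted p = 0.558 with an estimated correlation). The shift of the fermentation list in the difference is not called without any 1 of 7 of the 12 arrays (EPAGRI 108 excess Fe replicates 1 and 2 and control replicates 2 and 3, BR-IRGA 409 excess Fe replicate 1 and control replicates 2 and 3, adjusted p from 0.0560 to 0.166), nor with the replicate number as a block over all 4 groups (adjusted p = 0.0605). Each of these 2 lists has 1 member that was matched to its probe set through the study's own tables. With the methods' t-test adjusted for multiple tests, OsHb2 (adjusted p = 0.171) and LOC_Os03g05334 (adjusted p = 0.188) were not called in BR-IRGA 409. The number of lists in the difference was 4 without EPAGRI 108 excess Fe replicate 2, EPAGRI 108 control replicate 3, BR-IRGA 409 excess Fe replicate 1 or BR-IRGA 409 control replicate 2.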

**Figure 6:**
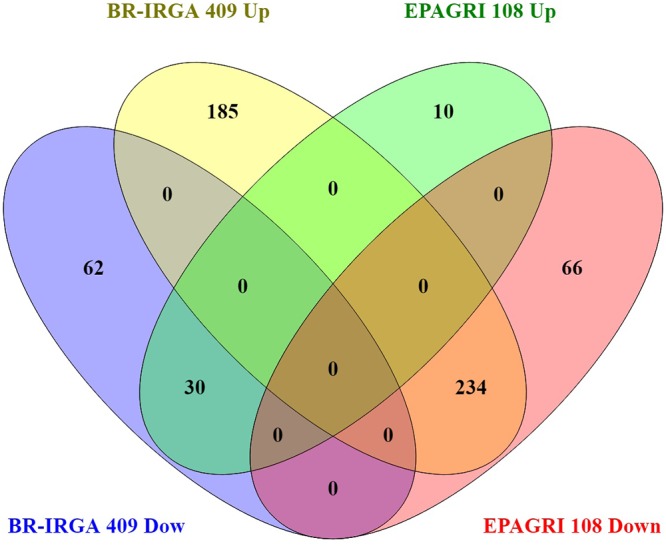
Venn diagram showing overlap between BR-IRGA 409 up-regulated genes, BR-IRGA 409 down-regulated genes, EPAGRI 108 up-regulated genes, and EPAGRI 108 down-regulated genes.

**Figure 7:**
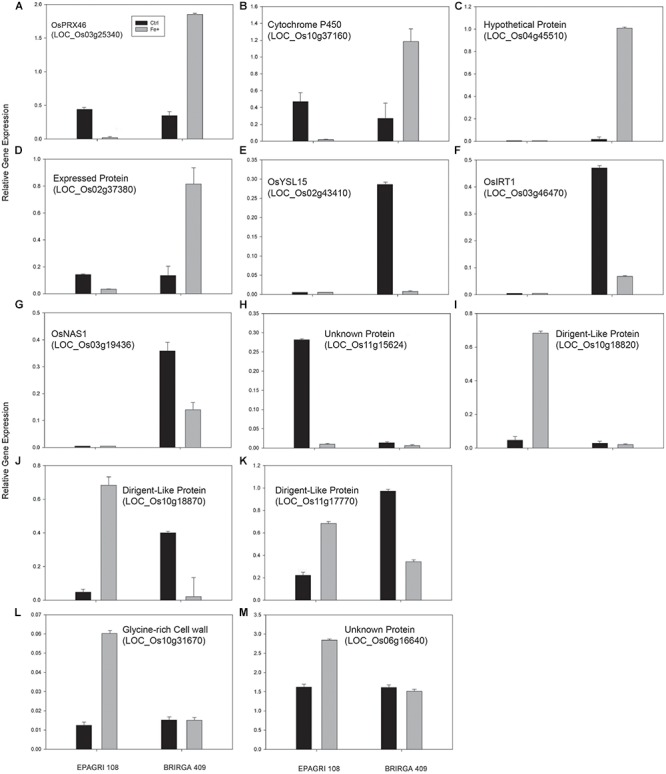
Validation of the microarray analysis by real-time PCR. Relative expression levels by RT-qPCR of selected genes were evaluated in roots of rice plants exposed for 3 days to control or excess iron treatments. **(A)** OsPRX46; **(B)** Cytochrome P450; **(C)** Hypothetical protein; **(D)** Expressed protein; **(E)** OsYSL15; **(F)** OsIRT1; **(G)** OsNAS1; **(H)** Unknown protein; **(I)** Dirigent-Like Protein; **(J)** Dirigent-Like Protein; **(K)** Dirigent-Like Protein; **(L)** GLycine-rich Cell wall protein; **(M)** Unknown protein. All Locus ID numbers are shown.Primers corresponding to all tested genes are listed in Supplementary Table S5. Values represent the mean ± SE of three biological replicates (*n* = 3).

We conducted a Gene Ontology (GO) term enrichment analysis to have an overview of the cultivar-specific response to excess Fe (Figure 8). Data clearly showed that the two cultivars have very different enriched categories, and many of them are found in opposite regulation (i.e., up regulated in one cultivar, down regulated in the other). We found that “Ion Transport,” “Metal Transport,” and “Cation Transport” categories were enriched in the susceptible cultivar up regulated gene set, but not in the tolerant one. 

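Genes of metal transport moved both ways in BR-IRGA 409. Of 41 metal transporter genes on the array, 3 rose and 4 fell with excess Fe in BR-IRGA 409, and in EPAGRI 108 0 were higher and 1 was lower by the array labels. The genes that rose were a second probe set of OsVIT2, which moves Fe into the vacuole (4.59, SE 0.23, adjusted p = 5.60e-07), the manganese transporter gene MTP3 (1.99, adjusted p = 1.25e-04) and the zinc transporter gene ZIP4 (2.01, adjusted p = 3.48e-04), and the last 2 were named after their values were seen. In EPAGRI 108 the OsVIT2 probe set had a log2 fold change of 0.87 (adjusted p = 0.107), MTP3 one under 3-fold (1.21, adjusted p = 0.0355) and ZIP4 one that missed the test (1.02, adjusted p = 0.0663), and the response of the first differed between the cultivars (interaction 3.72, adjusted p = 3.05e-04). The 4 that fell are OsIRT1, OsYSL15, OsYSL16 and OsNRAMP1, which bring Fe into or through the plant. The list as a whole did not shift in BR-IRGA 409 (median -0.022, adjusted p = 0.669) or in EPAGRI 108 (median -0.015, adjusted p = 0.947), and both medians are 0 with the 8 members that lie under the brightest control probe sets set to their bounds. By fry, which asks whether a list's genes move one way on balance, its adjusted p was 0.00161 in BR-IRGA 409. The 1 lower in EPAGRI 108 is OsIRT1 (adjusted p = 0.0712 with the same-numbered arrays of each cultivar as pairs). The list was taken from gene symbols, not from the categories of Figure 8.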

We also found many categories related to cell wall enriched in both cultivars. Interestingly, the tolerant cultivar has up regulated categories such as “Cell Wall,” “Apoplast,” “Extracellular Region,” which were all down regulated in the susceptible one. Moreover, the tolerant cultivar did not have categories associated with ion or metal transport up or down regulated (Figure 8).

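Genes of the cell wall moved both ways in BR-IRGA 409, and few of them were called in EPAGRI 108. For genes taken from Tables S1 to S3, which mostly list BR-IRGA 409 changes, fewer EPAGRI 108 calls can follow from that choice. Of 7 glycine-rich cell wall protein probe sets in the study's Tables S1 to S3, 4 rose and 3 fell in BR-IRGA 409, and by the array labels 7 of 7 had the same sign in both cultivars. The 2 called higher in EPAGRI 108 belong to LOC_Os10g31470 and LOC_Os06g09870. LOC_Os10g31470 had a log2 fold change of 3.58 (SE 0.64, adjusted p = 0.00439) in BR-IRGA 409 and 3.20 (SE 0.64, adjusted p = 0.0432) in EPAGRI 108. LOC_Os06g09870 had 4.49 (SE 0.45, adjusted p = 1.18e-04) and 2.39 (SE 0.45, adjusted p = 0.0392). LOC_Os10g31670 had -2.60 (SE 0.34, adjusted p = 6.62e-04) and -1.55 (SE 0.34, adjusted p = 0.0564), the latter at adjusted p = 0.00381 without EPAGRI 108 excess Fe replicate 1. The study chose these genes on the same arrays, so their direction is not independent evidence. Of 4 genes of the secondary wall, which include cellulose synthases of the xylem, 0 passed 3-fold by limma, while 4 were lower in BR-IRGA 409 and 3 in EPAGRI 108 when adjusted over the list alone. CESA9 had -0.78 (SE 0.18, adjusted p = 0.0197) in BR-IRGA 409, and CESA4 had -0.62 (SE 0.15, adjusted p = 0.0206). The list shifted down in BR-IRGA 409 (median -0.61, adjusted p = 6.61e-04, adjusted p = 0.161 with an estimated correlation) and in EPAGRI 108 (median -0.38, adjusted p = 0.00290, adjusted p = 0.218 with an estimated correlation). Of 25 expansins, which loosen walls, 1 rose in BR-IRGA 409, OsEXPB18 (1.75, SE 0.40, adjusted p = 0.0172), and in EPAGRI 108 it had 0.059 (adjusted p = 0.997). That list shifted down in EPAGRI 108 (median -0.15, adjusted p = 0.00205, adjusted p = 0.212 with an estimated correlation) and in BR-IRGA 409 (median -0.28, adjusted p = 0.0289, adjusted p = 0.339 with an estimated correlation), there not without BR-IRGA 409 excess Fe replicate 1 (adjusted p = 0.200), control replicate 2 (adjusted p = 0.0747) or control replicate 3 (adjusted p = 0.0815), and OsEXPB18 was not called without BR-IRGA 409 excess Fe replicate 2 or 3 or control replicate 1 or 3 (adjusted p from 0.0635 to 0.0810). The EPAGRI 108 calls of LOC_Os10g31470 and LOC_Os06g09870 end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0718 and 0.0732) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.224).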

**Figure 8:**
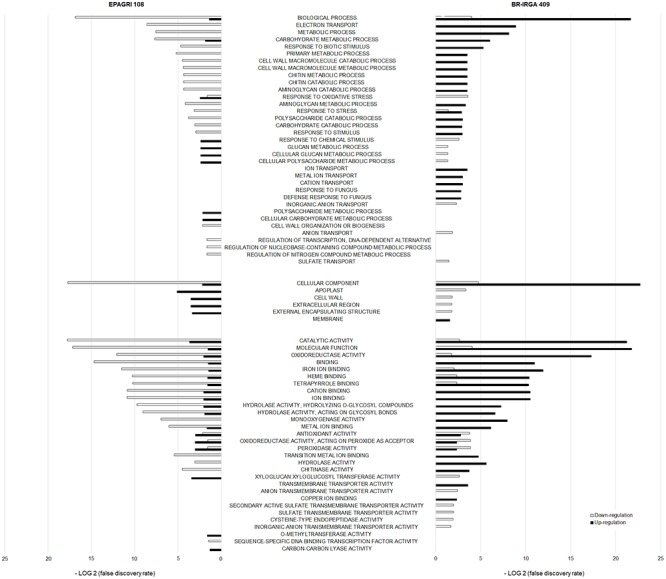
Comparison of Gene Ontology terms enrichment between the two cultivars up- and down regulated genes. Term enrichment is shown as a function of the False Discovery Rate observed. Terms enriched in up- or down-regulated gene sets of either BR-IRGA 409 or EPAGRI 108 are highlighted.

In order to have a more in-depth, gene-by-gene view of the different responses of each cultivar, we analyzed the 15 top regulated genes up- and down-regulated (Table 3). 

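Most of the listed genes that store Fe or move it into the vacuole rose strongly in BR-IRGA 409. Of 8 genes of Fe storage and sequestration, 6 were up-regulated and 0 down-regulated with excess Fe in BR-IRGA 409 (6 higher and 2 lower when adjusted over the list alone), and the list shifted (median 2.15, adjusted p = 4.78e-09, and adjusted p = 0.0252 with an estimated correlation). OsVIT2, a vacuolar Fe transporter, went from 6.59 ± 0.16 to 12.01 ± 0.091 (n = 3 each), a log2 fold change of 5.41 (SE 0.27, adjusted p = 5.40e-07). The VIT-like gene LOC_Os04g45520 had 6.31 (SE 0.35, adjusted p = 1.45e-06), and LOC_Os04g59020, described as an integral membrane protein, had 3.25 (SE 0.26, adjusted p = 1.97e-05). OsNAS3, a nicotianamine synthase gene, had 2.19 (SE 0.22, adjusted p = 1.11e-04). By the array labels EPAGRI 108 moved the same way, with 1 of the 8 called (6 higher and 2 lower when adjusted over the list alone) and a median of 0.82 (adjusted p = 6.53e-05, adjusted p = 0.103 with an estimated correlation). There LOC_Os04g45520 had 1.89 (SE 0.35, adjusted p = 0.0392) and OsVIT2 1.16 (SE 0.27, adjusted p = 0.0663). The responses differed between the cultivars for LOC_Os04g45520 (interaction 4.42, adjusted p = 0.00192) and OsVIT2 (interaction 4.25, adjusted p = 3.62e-04), whose levels in EPAGRI 108 control arrays stood already at 11.22 ± 0.84 and 10.07 ± 0.20. Of the stress genes, OsASR3, a protein of drought and ABA responses, rose at least 27.2-fold in BR-IRGA 409 (adjusted p = 1.85e-04) and had 3.24 (SE 0.63, adjusted p = 0.0401) in EPAGRI 108. The ABA-responsive protein gene LOC_Os12g29400 had 4.34 (SE 0.22, adjusted p = 6.07e-07) in BR-IRGA 409 and 1.00 (SE 0.22, adjusted p = 0.0568) in EPAGRI 108 (interaction 3.34, adjusted p = 4.26e-04). Of the 8 list members, 6 were matched to probe sets through the study's own tables, so neither the direction of the list nor its difference between the cultivars is independent evidence. These 6 are the ones that rose in BR-IRGA 409. The other 2, OsVIT1 and OsYSL6, were lower there at an adjusted p under 0.05 over all probe sets by limma, by less than 3-fold. The EPAGRI 108 calls of LOC_Os04g45520 and OsASR3 end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712 and 0.0777) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.213).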

We found among the top up-regulated genes in BR-IRGA 409 a vacuolar Fe transporter, OsVIT2, that is responsive to excess Fe (Zhang et al., 2012); an uncharacterized VIT-Like (VTL) transporter (69-fold), similar to the VTL proteins known to mediate Fe transport into vacuoles in Arabidopsis (Gollhofer et al., 2014); OsASR3 (abscisic stress ripening protein; 25-fold), which was already been shown to be responsive to drought stress (Joo et al., 2013), and aluminum toxicity (Arenhart et al., 2013); and one abscisic acid responsive protein (18-fold). Moreover, the well-known Fe-excess responsive Ferritin genes OsFER1 and OsFER2 (Stein et al., 2009b; Ricachenevsky et al., 2010) were also up-regulated in BR-IRGA 409 (3.8- and 4.3 fold, respectively; Supplementary Table S1), indicating that these plants are responding as expected to high Fe concentrations.

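The genes of both ferritins, which store Fe inside plastids, rose in BR-IRGA 409. OsFER1 went from 8.70 ± 0.22 to 10.69 ± 0.13 (n = 3 each), a log2 fold change of 2.00 (SE 0.16, adjusted p = 1.74e-05), and OsFER2 from 9.02 ± 0.11 to 11.14 ± 0.12, one of 2.12 (SE 0.17, adjusted p = 2.22e-05). In EPAGRI 108, by the array labels, both were higher with excess Fe by less than 3-fold. OsFER1 had 0.82 (SE 0.16, adjusted p = 0.0392) there and OsFER2 0.95 (SE 0.17, adjusted p = 0.0392), with adjusted p = 0.0712 and 0.0712 when same-numbered arrays are taken as pairs. The ferritin responses did not pass the test of a difference between the cultivars (interaction 1.17, adjusted p = 0.0778 and 1.17, adjusted p = 0.127).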

**Table 3:** Top 15 up- and down regulated genes in each cultivar.

Locus TIGR	BR-IRGA 409	EPAGRI 108	Gene description
*Up-regulated in BR-IRGA 409*		
LOC_Os04g45510	89.22443	-12.244819	hypothetical protein
LOC_Os04g45520	69.78652	-6.165692	VIT-Like Protein
LOC_Os02g37380	54.848434	-37.811863	Expressed protein
LOC_Os10g37160	41.434082	-56.202168	Cytochrome P450 CY89A2
LOC_Os09g23300	37.27906	NDEG	OsVIT2
LOC_Os11g31540	27.535797	-38.461082	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 precursor, putative, expressed
LOC_Os05g08830	27.033407	-15.521343	Hypothetical protein
LOC_Os03g16030	27.02408	NDEG	17.4 kDa class I heat shock protein 3
LOC_Os01g72900	25.64241	-10.956484	OsASR3 (abscisic stress ripening protein 3)
LOC_Os09g19820	22.898518	-6.1851354	Aminopeptidase-like protein
LOC_Os06g09870	20.326283	-9.836528	Glycine-rich cell wall structural protein 2
LOC_Os01g58960	19.996674	-5.3904	Cytochrome P450 94A1, putative, expressed
LOC_Os07g46920	19.222033	-11.117482	Sex determination protein tasselseed-2, putative, expressed
LOC_Os01g43750	19.13674	-5.59671	Cytochrome P450 72A1, putative, expressed
LOC_Os12g29400	18.903513	NDEG	ABA-responsive protein, putative, expressed
*Down-regulated in BR-IRGA 409*		
LOC_Os02g43410	-109.300575	NDEG	OsYSL15 (Fe3+-phytosiderophore transporter)
LOC_Os03g19436	-102.14942	NDEG	OsNAS1 (Nicotianamine synthase 1)
LOC_Os03g19420	-63.42101	NDEG	OsNAS2 (Nicotianamine synthase 2)
LOC_Os10g18870	-57.646217	25.752077	Dirigent-like protein
LOC_Os03g46470	-38.56981	12.099378	OsIRT1 (Fe2+ transporter)
LOC_Os01g45914	-30.128687	NDEG	IRON MAN 1
LOC_Os02g20360	-27.718102	NDEG	OsNAAT1 (Nicotianamine aminotransferase)
LOC_Os10g18820	-22.484005	33.883545	Dirigent-like protein
LOC_Os12g36840	-14.281752	NDEG	Pathogenesis-related protein 10
LOC_Os07g15460	-13.20834	NDEG	OsNRAMP1 (putative metal transporter)
LOC_Os11g15624	-12.335097	NDEG	Unknown protein
LOC_Os02g43370	-12.134548	NDEG	OsYSL2 (Fe3+-phytosiderophore transporter)
LOC_Os01g65110	-11.203648	NDEG	Proton-dependent oligopeptide transport (POT) family protein
LOC_Os11g05390	-10.996121	NDEG	Tetracycline transporter protein, putative, expressed
LOC_Os03g22010	-9.311682	5.7919073	OsPrx41 (peroxidase)
*Up-regulated in EPAGRI 108*		
**LOC_Os10g18820**	-**22**.**484005**	**33**.**883545**	**Dirigent-like protein**
**LOC_Os10g18870**	-**57**.**646217**	**25**.**752077**	**Dirigent-like protein**
LOC_Os06g16640	-3.6726174	13.423064	Carboxyl-terminal peptidase, putative, expressed
LOC_Os04g46810	-7.2157893	12.945946	Cortical cell-delineating protein precursor, putative, expressed
**LOC_Os03g46470**	-**38**.**56981**	**12**.**099378**	**OsIRT1 (Fe2+ transporter)**
LOC_Os10g18760	-8.9875965	11.241121	Jasmonate-induced protein, putative, expressed
LOC_Os02g37260	-3.2897632	10.861882	Expressed protein
LOC_Os01g73170	-6.2279987	8.349177	OsPrx20 (peroxidase)
LOC_Os03g09980	-8.079094	7.5308027	Sulfate transporter 1.2, putative, expressed
LOC_Os11g07770	-8.848223	7.3968105	Dirigent-like protein
LOC_Os05g28770	-7.0391817	6.0021596	Expressed protein
**LOC_Os03g22010**	-**9**.**311682**	**5**.**7919073**	**Peroxidase 2 precursor, putative, expressed**
LOC_Os06g48180	-7.122961	5.211064	Xyloglucan endotransglucosylase/hydrolase protein (OsXTH10, OsXTH11, OsXTH12, or OsXTH18)
LOC_Os09g31430	NDEG	4.727019	Non-cyanogenic beta-glucosidase precursor, putative, expressed
LOC_Os06g20150	-4.356904	4.563937	OsPrx78 (peroxidase)
*Down-regulated in EPAGRI 108*	
**LOC_Os10g37160**	**41**.**434082**	-**56**.**202168**	**Cytochrome P450 CY89A2**
**LOC_Os11g31540**	**27**.**535797**	-**38**.**461082**	**Brassinosteroid insensitive 1-associated receptor kinase 1**
**LOC_Os02g37380**	**54**.**848434**	-**37**.**811863**	**Expressed protein**
LOC_Os11g46000	5.0010676	-30.422861	Von willebrand factor type A domain containing protein
LOC_Os02g36110	12.113743	-21.564749	Cytochrome P450 76C2, putative, expressed
LOC_Os04g10160	8.430319	-18.699465	Cytochrome P450 CYP99A1
LOC_Os04g09920	7.923875	-17.830105	Cytochrome P450 CYP99A1, putative, expressed
LOC_Os01g13610	7.5534124	-17.769463	Isoflavone reductase homolog IRL, putative, expressed
LOC_Os06g35700	6.695192	-17.551943	Reticuline oxidase precursor, putative, expressed
LOC_Os07g44440	13.513653	-16.21314	Peroxiredoxin, putative, expressed
**LOC_Os05g08830**	**27**.**033407**	-**15**.**521343**	**Hypothetical protein**
LOC_Os04g49210	11.567054	-14.981616	Naringenin,2-oxoglutarate 3-dioxygenase, putative, expressed
LOC_Os07g46846	3.5318127	-14.938069	Sex determination protein tasselseed-2, putative, expressed
LOC_Os07g23410	5.9368644	-14.20258	Omega-6 fatty acid desaturase, endoplasmic reticulum isozyme 2, putative, expressed
LOC_Os12g36830	6.6913185	-13.807509	Pathogenesis-related protein 10, putative, expressed

*Genes are shown in four blocks (BR-IRGA 409 up-regulated, BR-IRGA 409 down-regulated, EPAGRI 108 up-regulated, EPAGRI 108 down-regulated). Genes that are differentially expressed in both cultivars among the top 15 regulated genes appear in bold. Fold change in both cultivars is also shown (NDEG means Not Differentially Expressed in that cultivar)*.

Conversely, we found several genes related to Fe deficiency responses down-regulated in the susceptible cultivar when exposed to excess Fe (Table 3 and Supplementary Table S2). Among the top 15 down-regulated genes in BR-IRGA 409, eight genes are well-described as being up-regulated under Fe deficiency (Zheng et al., 2009; Grillet et al., 2018), including the Fe(III)-Deoxymugineic acid (DMA) transporter OsYSL15 (-109-fold) and the Fe(II)-Nicotianamine (NA) transporter OsYSL2 (-12-fold); the Fe^2+^ transporters OsIRT1 (-38-fold), and OsNRAMP1 (-13-fold); the DMA biosynthesis-related genes OsNAS1 (-102-fold), OsNAS2 (-63-fold), and OsNAAT1 (-27-fold); and the regulatory peptide OsIMA1 (IRON MAN 1; Grillet et al., 2018). 

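The Fe uptake genes of BR-IRGA 409 roots fell together with excess Fe. Of 14 genes of Fe uptake and the Fe deficiency response, 13 were down-regulated and 0 up-regulated (13 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -4.22 (adjusted p = 1.11e-36, and adjusted p = 9.24e-04 with an estimated correlation). OsYSL15 went from 12.89 ± 0.11 to 5.56 ± 0.025 (n = 3 each), a log2 fold change of -7.32 (SE 0.27, adjusted p = 3.36e-08). The nicotianamine synthase genes OsNAS1 and OsNAS2, which make the precursor of phytosiderophores, had -7.30 (SE 0.46, adjusted p = 3.29e-06) and -6.41 (SE 0.18, adjusted p = 1.81e-09), and OsNAAT1, the next enzyme of that pathway, had -5.14 (SE 0.21, adjusted p = 9.07e-08). OsYSL2, a transporter of Fe bound to nicotianamine, had -4.23 (SE 0.15, adjusted p = 1.55e-08), and the metal transporter gene OsNRAMP1 -4.21 (SE 0.14, adjusted p = 1.55e-08). OsIMA1, a small peptide of the Fe deficiency response, was at least 41.1-fold lower with excess Fe (adjusted p = 1.81e-09). In EPAGRI 108, by the array labels, 1 of the 14 genes was lower (4 when adjusted over the list alone) and the median was -0.36 (adjusted p = 5.84e-04, adjusted p = 0.212 with an estimated correlation). The difference between the cultivars' responses was called for 11 of the 14, with a median of -3.89 (adjusted p = 1.61e-71, and adjusted p = 7.59e-05 with an estimated correlation), or -3.36 with the 3 members under the brightest control probe sets at their bounds. In control arrays 11 of the 14 were already lower in EPAGRI 108 than in BR-IRGA 409, and OsYSL15 stood at 6.47 ± 0.11 there. Of the 21 genes of the list as fixed, 14 were matched to a probe set, 12 of them through the study's own tables, so neither the direction of the list nor its difference between the cultivars is independent evidence. The 1 lower EPAGRI 108 gene, OsIRT1, is not called with the same-numbered arrays of each cultivar as pairs.

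**Figure D2:**
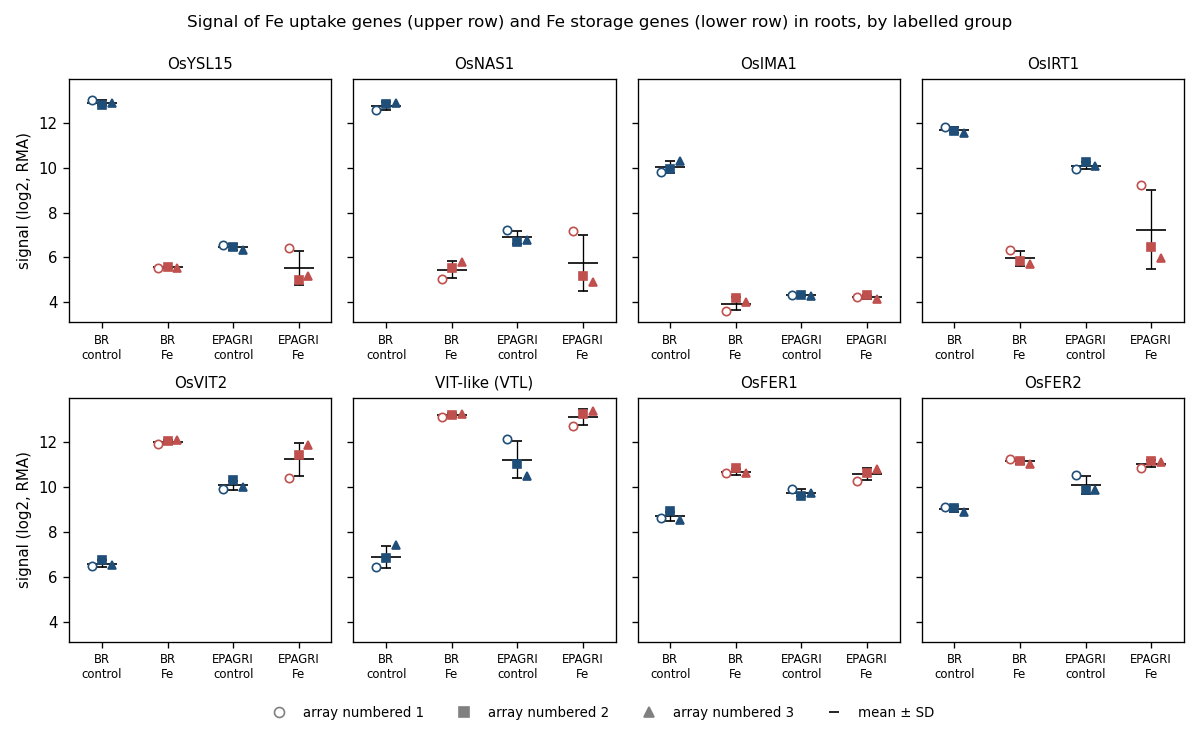
Log2 signal of 4 Fe uptake genes (upper row) and 4 Fe storage genes (lower row) in each labelled group, with 1 point for each of 3 arrays, the mean as a bar and the SD as whiskers. In BR-IRGA 409 each Fe uptake gene shown is lower and each Fe storage gene higher with excess Fe on all 3 arrays.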

Other genes that are commonly associated with the Fe deficiency regulon were also down regulated, but not among the top 15 genes, such as OsZIFL4/TOM1 (-6.2-fold; Nozoye et al., 2011; Ricachenevsky et al., 2011), OsYSL16 (-3.6-fold; Kakei et al., 2012), and OsMIR (-3.2-fold; Ishimaru et al., 2009). Thus, these results show that BR-IRGA 409 plants are down-regulating Fe acquisition-related genes.

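Further members of the Fe uptake list, already counted above, fell in BR-IRGA 409, and the methionine cycle list shifted down. OsZIFL4/TOM1, which releases the phytosiderophore from the root, was at least 4.55-fold lower with excess Fe (adjusted p = 3.31e-07). OsYSL16, another transporter of chelated Fe, had a log2 fold change of -1.95 (SE 0.15, adjusted p = 1.57e-05). OsMIR, a small protein of rice that responds to Fe deficiency, was at least 2.12-fold lower (adjusted p = 1.36e-05). LOC_Os11g05390, described as a tetracycline transporter protein, had -3.77 (SE 0.25, adjusted p = 5.35e-06). In EPAGRI 108, by the array labels, OsYSL16 had -0.53 (adjusted p = 0.130) and LOC_Os11g05390 -1.02 (adjusted p = 0.0832), while OsZIFL4/TOM1 and OsMIR lay under the brightest control probe sets in both groups. The responses differed between the cultivars for LOC_Os11g05390 (interaction -2.75, adjusted p = 0.00659). Of 4 genes of the methionine cycle that feeds phytosiderophore synthesis, 1 fell and 0 rose in BR-IRGA 409 (3 lower when adjusted over the list alone), and the list shifted there (median -0.83, adjusted p = 4.27e-04, and adjusted p = 0.0328 with an estimated correlation) but not in EPAGRI 108 (median 0.035, adjusted p = 0.593). The 1 that fell is LOC_Os04g24140, a ribose-5-phosphate isomerase, with -2.09 (SE 0.19, adjusted p = 6.10e-05) in BR-IRGA 409. It is also the member matched through the study's own tables. OsARD2, another member, had -0.93 (SE 0.18, adjusted p = 0.00756) there, under 3-fold. The list also shifted in the difference between the cultivars' responses (median -0.98, adjusted p = 5.28e-07, and adjusted p = 0.00437 with an estimated correlation). With 16 added to the linear values OsMIR had a log2 fold change of -1.51 and was no longer called. Of the list's 8 genes as fixed, 4 were matched to a probe set, 1 of them through the study's own tables.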

In contrast, the tolerant cultivar EPAGRI 108 showed three dirigent (DIR)-like proteins among the top 15 up-regulated genes (7-, 25-, and 33- fold; Table 3 and Supplementary Table S3), which are related to lignin and lignin biosynthesis (Paniagua et al., 2017); two cell-wall modifying enzymes (Xyloglucan endotransglucosylase/hydrolase protein, 5/2-fold; a beta-glucosidase, 4.7-fold); and three peroxidases (8.4-, 5.7-, and 4.5-fold), which were already linked to metal stress (Kidwai et al., 2019). 

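By the array labels, the 8 cell wall genes of this group had lower mean levels with excess Fe in both cultivars, and 7 of them were called lower in BR-IRGA 409 and 3 in EPAGRI 108. Among them are dirigent-like genes, whose proteins guide the coupling of lignin precursors. LOC_Os10g18870 went from 10.90 ± 0.24 to 3.95 ± 0.71 in BR-IRGA 409 (-6.95, SE 1.10, adjusted p = 0.00205). That excess Fe mean lies under the brightest control probe sets of these arrays (4.51 to 4.80), so the size of the fall is uncertain. In EPAGRI 108 the gene went from 9.72 ± 0.29 to 5.30 ± 3.21 (-4.42, SE 1.10, adjusted p = 0.0811, and -6.27 to -3.39 without any 1 array), with n = 3 arrays in each group. LOC_Os11g07770 had -3.20 (SE 0.47, adjusted p = 0.00136) and -2.18 (SE 0.47, adjusted p = 0.0515), and LOC_Os10g18820 -4.99 (SE 1.06, adjusted p = 0.0121) and -4.03 (SE 1.06, adjusted p = 0.102). None of the 3 dirigent-like genes passed the test in EPAGRI 108. Among the wall-modifying enzymes, the xyloglucan endotransglucosylase/hydrolase LOC_Os06g48180 had -3.01 (SE 0.35, adjusted p = 3.24e-04) in BR-IRGA 409 and -2.03 (SE 0.35, adjusted p = 0.0392) in EPAGRI 108, and the beta-glucosidase LOC_Os09g31430 had -1.15 (SE 0.31, adjusted p = 0.0390), under 3-fold, and -1.75 (SE 0.31, adjusted p = 0.0392). Of the peroxidases, which oxidize lignin precursors, OsPrx20 had -2.64 (SE 0.45, adjusted p = 0.00321) and -2.26 (SE 0.45, adjusted p = 0.0420). OsPrx78 had -2.24 (SE 0.37, adjusted p = 0.00288) and -1.74 (SE 0.37, adjusted p = 0.0509), and OsPrx41, at least 11.2-fold lower in BR-IRGA 409, had -2.28 (adjusted p = 0.0762) in EPAGRI 108. No interaction of these genes passed the test, the smallest adjusted p being 1.000. The 5 genes not called in EPAGRI 108 were called there without EPAGRI 108 excess Fe replicate 1 (adjusted p from 1.91e-05 for LOC_Os10g18870 to 0.0130 for OsPrx78), and LOC_Os11g07770 and OsPrx78 also without EPAGRI 108 control replicate 1 (adjusted p = 0.0353 and 0.0121), as were LOC_Os11g07770 and OsPrx41 with the replicate number as a block over all 4 groups (adjusted p = 0.0485 and 0.0459), while LOC_Os10g18820 was not called in BR-IRGA 409 without excess Fe replicate 3 (adjusted p = 0.0574) or control replicate 3 (adjusted p = 0.0505). In EPAGRI 108 the calls of LOC_Os06g48180, LOC_Os09g31430 and OsPrx20 end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712 to 0.0754) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.225). With the methods' t-test adjusted for multiple tests, LOC_Os10g18820 (adjusted p = 0.108), OsPrx20 (0.0559) and OsPrx78 (0.117) were not called in BR-IRGA 409.

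**Figure D3:**
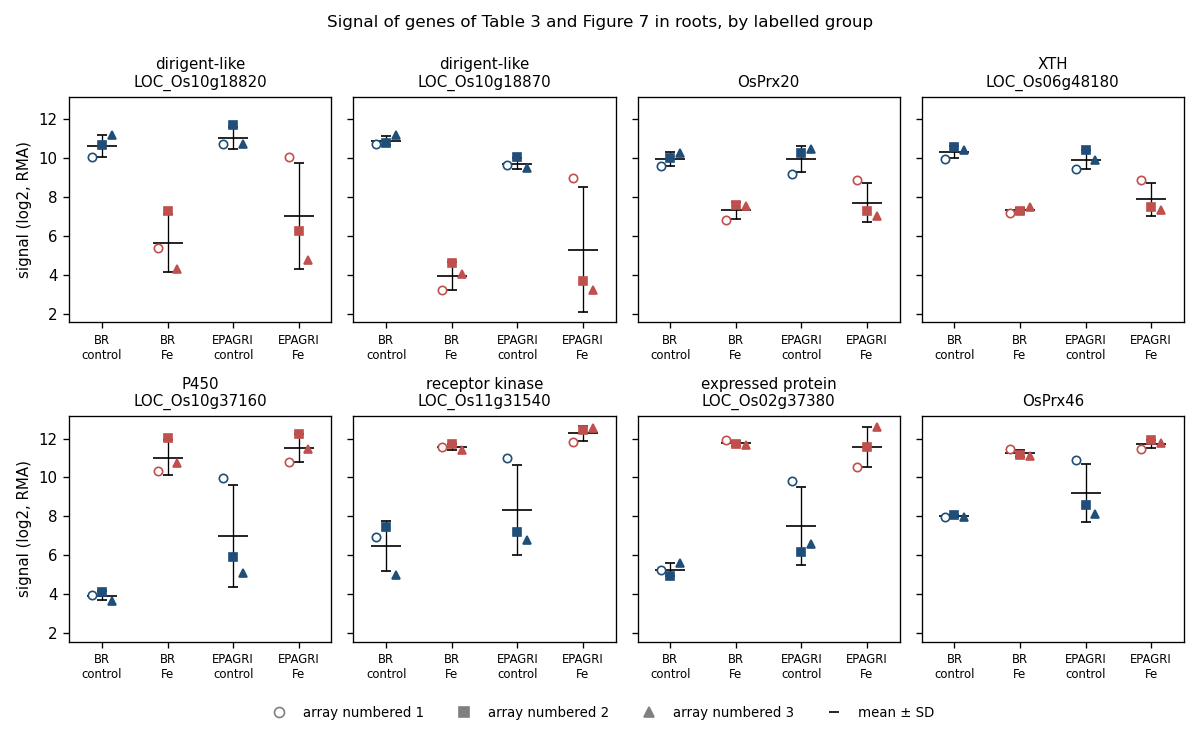
Log2 signal of 8 genes of Table 3 and Figure 7 in each labelled group, with 1 point for each of 3 arrays, the mean as a bar and the SD as whiskers. On the EPAGRI 108 arrays numbered 1, drawn as open circles, several genes lie between the other arrays of the 2 treatments.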

Interestingly, we found OsIRT1 up-regulated in this cultivar (12-fold), which is the opposite regulation found in the susceptible cultivar BR-IRGA 409. However, the absolute expression levels were extremely low, as shown in RT-qPCR data (Figure 7), and might not be physiologically relevant.

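OsIRT1, which carries ferrous Fe into root cells, was lower on the arrays labelled excess Fe in both cultivars. In BR-IRGA 409 it went from 11.66 ± 0.14 to 5.96 ± 0.33 (n = 3 each), a log2 fold change of -5.70 (SE 0.60, adjusted p = 1.65e-04). In EPAGRI 108 it stood at 10.09 ± 0.16 on the arrays labelled control and 7.23 ± 1.75 on those labelled excess Fe, a log2 fold change of -2.86 (SE 0.60, adjusted p = 0.0479). The difference between these responses did not pass the test (interaction -2.84, SE 0.85, adjusted p = 0.552), nor did the difference between the cultivars in control (-1.57, SE 0.60, adjusted p = 0.315). The EPAGRI 108 call of OsIRT1 ends with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0632 to 0.224).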

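By the array labels, the 3 genes at the head of Table 3's list for EPAGRI 108 down-regulation had higher mean levels with excess Fe in both cultivars. The cytochrome P450 gene LOC_Os10g37160 (CYP89A2) went from 3.92 ± 0.23 to 11.02 ± 0.90 in BR-IRGA 409 (n = 3 each), at least 70.2-fold (adjusted p = 7.33e-04), and had a log2 fold change of 4.51 (SE 0.95, adjusted p = 0.0491) in EPAGRI 108. LOC_Os02g37380, of unknown function, had 6.50 (SE 0.76, adjusted p = 3.13e-04) in BR-IRGA 409 and 4.05 (SE 0.76, adjusted p = 0.0392) in EPAGRI 108. The receptor kinase gene LOC_Os11g31540, whose product resembles a co-receptor of brassinosteroid signalling, had 5.10 (SE 0.90, adjusted p = 0.00389) and 3.94 (SE 0.90, adjusted p = 0.0606). It was not called in EPAGRI 108 with all arrays, but was without EPAGRI 108 control replicate 1 (adjusted p = 1.34e-04) and with the replicate number as a block over all 4 groups (adjusted p = 0.0472). Without any 1 array the log2 fold changes in EPAGRI 108 ranged from 3.56 to 6.00, from 3.38 to 5.21 and from 3.16 to 5.28 for the 3 genes in this order, each highest without EPAGRI 108 control replicate 1. None of the 3 interactions passed the test (adjusted p = 1.000 for each). The EPAGRI 108 calls of LOC_Os10g37160 and LOC_Os02g37380 end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0719 and 0.0714) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0534 to 0.247).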

Among the top 15 genes down-regulated in EPAGRI 108 cultivar, the three most strongly down-regulated genes are also among the top 15 up-regulated genes in BR-IRGA 409, again demonstrating a clear opposite transcriptional regulation in these two cultivars upon excess Fe. 

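Cytochrome P450 genes of the study's tables rose in BR-IRGA 409, and a part of them was called higher in EPAGRI 108 by the array labels. The tables used mostly list BR-IRGA 409 changes, which favours calls there. Of 17 such genes in Tables S1 to S3, 16 rose in BR-IRGA 409, 7 were higher in EPAGRI 108, 6 were called in both, and 17 of 17 had the same sign in both. LOC_Os04g09920, described as CYP99A1, a family of diterpenoid synthesis in rice, had a log2 fold change of 2.99 (SE 0.61, adjusted p = 0.00937) in BR-IRGA 409 and 3.16 (SE 0.61, adjusted p = 0.0393) in EPAGRI 108. LOC_Os01g43750, described as CYP72A1, had 4.64 (SE 0.36, adjusted p = 1.57e-05) and 1.95 (SE 0.36, adjusted p = 0.0392). LOC_Os01g58960, described as CYP94A1, had 4.65 (SE 0.30, adjusted p = 4.39e-06) and 1.92 (SE 0.30, adjusted p = 0.0355), and its response differed between the cultivars (interaction 2.73, adjusted p = 0.0229), as did those of LOC_Os01g43720 and LOC_Os01g43774, 2 genes also described as CYP72A1 and named after their values were seen. The study chose these genes on the same arrays. Over 29 P450 genes taken from gene symbols instead, 4 rose in BR-IRGA 409, LOC_Os04g09920, LOC_Os04g10160, CYP701A8 and CYP701A9, where the list did not shift (median 0.22, or 0.15 with 5 members at their bounds, adjusted p = 0.137), and 3 were higher in EPAGRI 108, LOC_Os04g09920, CYP701A9 and CYP71Z7, where it did (median 0.15, adjusted p = 0.00330, adjusted p = 0.212 with an estimated correlation). CYP701A9 was named after its values were seen. Without EPAGRI 108 control replicate 1 the list of 29 shifted in BR-IRGA 409 too (adjusted p = 0.0239), LOC_Os04g10160 was called in EPAGRI 108 without control replicate 1 (adjusted p = 1.27e-04) or excess Fe replicate 1 (adjusted p = 0.0434), CYP71Z7 was called in BR-IRGA 409 without EPAGRI 108 control replicate 1 (adjusted p = 0.00731) or 3 (adjusted p = 0.0356), and CYP701A8 was not called in BR-IRGA 409 without any 1 of its arrays but control replicate 2 (adjusted p from 0.0569 to 0.105). The EPAGRI 108 calls of LOC_Os04g09920, LOC_Os01g43750, LOC_Os01g58960 and CYP71Z7 end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712 to 0.0719) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.221).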

Several Cytochrome P450 genes were also down-regulated (Table 3).

### Roots of the Tolerant Cultivar Show Increased Lignin Deposition Upon Excess Fe Treatment Compared to the Susceptible One

Based on the microarray data, we hypothesized that the tolerant cultivar might show tolerance to Fe toxicity because of cell wall modifications. Since DIR proteins are involved in lignin biosynthesis, we analyzed lignin deposition in roots of both cultivars under control and excess Fe conditions. We found almost no change in lignin deposition pattern in the susceptible cultivar BR-IRGA 409 when comparing root sections of plants under control (Figure 9A) and excess Fe (Figure 9B) treatments. However, root sections of plants from the tolerant cultivar EPAGRI 108 cultivated under control (Figure 9C) and excess Fe (Figure 9D) presented markedly distinct lignin localization.

**Figure 9:**
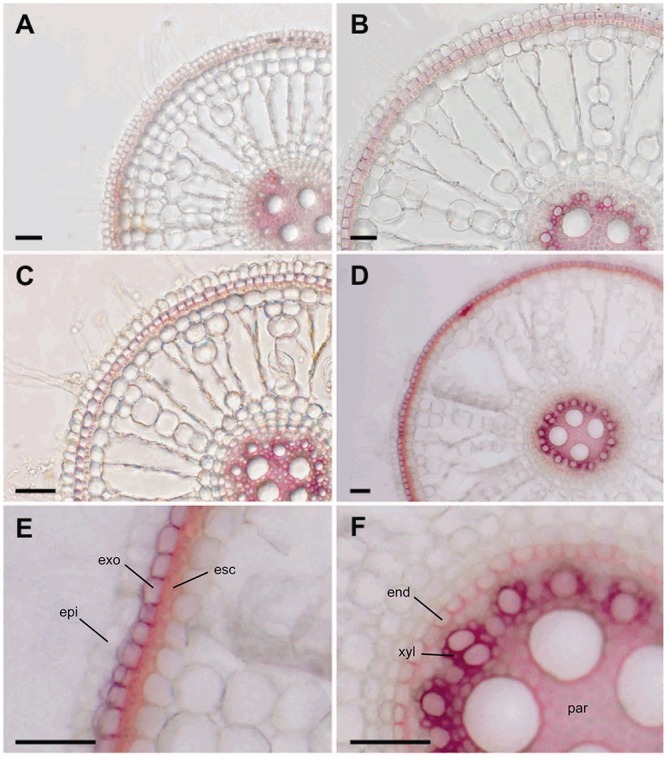
Root lignification under iron excess. Cross-sections of root sectors from BR-IRGA 409 **(A,B)** and EPAGRI 108 **(C,D)** plants maintained for 15 days under control **(A,C)** or iron excess **(B,D)** treatments, showing the extent of lignification (cell walls stained in red) indicated by the Wiesner reaction (acidified phloroglucinol solution). Magnifications from figure **D** show more intense cell wall lignification of exodermis (exo) and esclerenchyma (esc), in the outer layers of the cortex **(E)**, and lignin deposition in endodermis (end), xylem parenchyma (xyl), and pith parenchyma (par) cell walls **(F)**. Scale bars = 100 μm.

Lignin deposition in roots of the tolerant cultivar increased both in the outer layers of the cortex (exodermis and sclerenchyma ring, Figure 9E), in u-shaped secondary cell wall deposits of the tertiary endodermis around the vascular cylinder, in the primary xylem parenchyma cells (intense red staining), and in the pith parenchyma cells (Figure 9F). These results indicate that altered lignin deposition might be involved in the tolerance mechanism found in EPAGRI 108.

### Lignin Concentrations in Roots of Susceptible and Tolerant Genotypes

Based on the clear change in lignin deposition, we decided to analyze the lignin concentration in other rice cultivars that might contrast in their Fe tolerance. In order to access Fe tolerance/susceptibility, we used maximum photochemical efficiency (F_V_/F_M_) values. Our susceptible and tolerant reference cultivars showed markedly different responses to excess Fe: BR-IRGA 409 showed a clear decrease in F_V_/F_M_ value upon excess Fe exposure, whereas EPAGRI 108 showed no difference compared to control plants (Figure 10A). Lignin quantification showed that the susceptible cultivar has a decreased in lignin concentration, while the tolerant one showed a slight increase (Figure 10B). A set of eight genotypes were also evaluated, and cultivars that showed decreased F_V_/F_M_ values when treated with excessive Fe were considered susceptible, whereas those showing no change (or slight increase in one case) were considered tolerant (Figure 10A). Clearly, tolerant cultivars showed increased lignin concentration in roots when plants were treated with excess Fe (Figure 10B). Conversely, susceptible cultivars showed decreased lignin (Figure 10B). Data from all ten cultivars were plotted comparing the % of variation in F_V_/F_M_ values and lignin concentration when exposed to excess Fe compared to the same cultivar under control conditions. Tolerant and susceptible genotypes grouped separately (Figure 10C), indicating that changes in total lignin concentrations are involved in tolerance to excess Fe.

**Figure 10:**
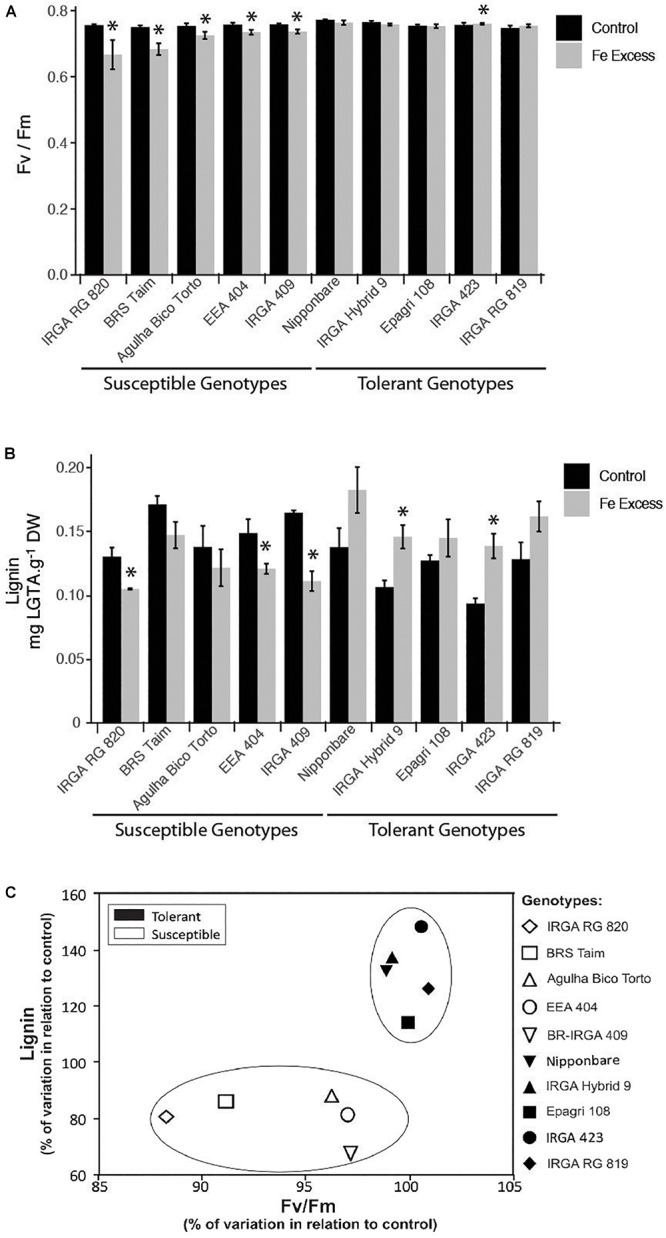
Effects of iron excess in plants from ten rice genotypes exposed to 500 mg L^-1^ FeSO_4_ (Fe+) or 6.5 mg L^-1^ FeSO_4_ (Ctrl) for 15 days: maximum photochemical efficiency (F_V_/F_M_) from leaves **(A)**; lignin concentration from roots **(B)**; and genotype distribution plot **(C)**, based on % variations observed in iron excess treated plants in relation to control plants (% variation in leaf F_V_/F_M_ values against % variation in root lignin concentrations). In **A** and **B**, the asterisks indicate means that are significantly different from control by the Student’s *t*-test (*P* ≤ 0.05). Experiments were performed using *n* = 8 to 9 plants per genotype.

## Discussion

### Contrasting Physiological Impacts of Excess Fe on the Two Rice Cultivars

Excess Fe led to decreased biomass accumulation (in shoots and roots), loss of chlorophyll and decreased photosynthetic activity in the susceptible BR-IRGA 409 cultivar (Figure 1–3). The tolerant cultivar, however, showed no change in biomass or chlorophyll, and slight decrease in photosynthetic parameters, which were mostly recovered during the course of the 9-day excess Fe treatment (Figure 2, 3). Previous work with the same rice cultivars showed that exposure to excess Fe did not indirectly induce deficiency of other nutrients, indicating a direct effect of excess Fe, a result that was later confirmed by field experiments (Silveira et al., 2007; Stein et al., 2009a). The toxic effects were directly related to accumulation of higher levels of Fe in shoots and roots of BR-IRGA 409 plants. Consistently, Olaleye et al. (2001) reported that high concentrations of Fe resulted in decreased plant weight and grain yield, and the growth retardation observed was not attributed to deficiencies of other nutrients, but to physiological problems directly originating from excessive Fe accumulation. Thus, our data confirmed the tolerant and the susceptible traits of these cultivars, validating the experimental approach used in this work.

In this study, photosynthetic activity decreased in plants from both cultivars after the initial period of exposure to excess Fe. However, the tolerant cultivar (EPAGRI 108) was able to fully recover its photosynthetic capacity after 6 days, a reasonable lag period for the induction of its tolerance mechanisms. For this reason, our transcriptomic analyses were performed at 3 days of exposure to excess Fe. Using A/Ci and light response curves, we could identify the impact of excess Fe on carbon fixation, affecting the maximum carboxylation rate (Vc_max_), electron transport rate (J_max_), and maximum apparent quantum yield (ϕ_m_) in the susceptible cultivar, but not in the tolerant one (Table 2). The reduction in Vc_max_ may result from the reduced rate of electron transport, limiting the amount of available energy for Calvin cycle enzymes. The reduction in chlorophyll concentration associated to lower electron transport rates may indicate a direct effect of excess Fe on the photosynthetic electron transport chain components (either LHCII or Cytb_6_/f). The toxic effects of Fe in photosynthesis were also observed in *Nicotiana plumbaginifolia* cuttings accompanied by photoinhibition, increased reduction of PSII and higher thylakoid energization (Kampfenkel et al., 1995). Excessive amounts of Fe in thylakoid membranes in the form of cytochrome b_6_/f complex showed correlation with photodamage to PSII, derived from excessive production of singlet oxygen in pea plants (Suh et al., 2002).

Data from independent studies showed that BR-IRGA 409 increases photorespiration under excess Fe (Pereira et al., 2013), and together with electron transport rate and carboxylation efficiency were proposed as good parameters to access rice Fe tolerance (Müller et al., 2017). Our tolerant cultivar showed no change in V_cmax_, J_max_ (Table 2), and Fv/Fm (Figure 9), in contrast with the susceptible one, which corroborate the use of photosynthetic parameters for easy, non-destructive access to Fe tolerance in rice genotypes (Pereira et al., 2013; Müller et al., 2017).

### Mechanisms of Fe Tolerance in the Two Rice Cultivars

Tolerance to Fe toxicity in rice can have three general possible sources of tolerance: Fe exclusion (i.e., avoiding Fe entering plant tissues); Fe uptake and further compartmentalization (i.e., in Fe storage proteins such as Ferritins, or in vacuoles); and Fe uptake associated with increased tolerance to the consequent reactive oxygen species using anti-oxidants (Wu et al., 2014). Of course, one given genotype can combine two or more tolerance mechanisms. Here both cultivars showed comparable concentrations of Fe in shoots and roots under control conditions, whereas exposure to excess Fe induced Fe accumulation in roots and shoots of both cultivars (Table 1). The susceptible cultivar, however, showed higher levels of Fe compared to the tolerant one on both organs, suggesting that the tolerant genotype is able to exclude Fe. Exclusion by roots can be achieved by increased oxidation capacity, resulting in higher Fe^2+^ oxidation to Fe^3+^, Fe precipitation and Fe plaque formation, limiting the absorption of Fe by the root system (Wu et al., 2014). After 9 days of excess Fe treatment, both cultivars showed increased Fe concentrations in the Fe plaque (Table 1). However, the susceptible cultivar (BR-IRGA 409) showed significantly higher levels of Fe in the Fe plaque than the tolerant cultivar (Table 1). These data suggest that the tolerant cultivar does not have increased oxidation power in roots, which would lead to higher levels of Fe in the apoplast. In fact, EPAGRI 108 decreased levels of Fe in the Fe plaque might be due to increased lignification, which would decrease root oxygen loss and therefore reduce root oxidation power. Thus, these data indicate that EPAGRI 108 tolerance is based at least partially on a distinct mechanism.

The increased Fe concentration in shoots of plants from the tolerant cultivar treated with excess Fe accumulation was significant, but with little effect on the plant phenotype compared to the susceptible one (Figure 1). Thus, it is likely that EPAGRI 108 also has Fe shoot – based tolerance as well. This is consistent with the observation that the susceptible cultivar has increased markers for ROS stress, while the tolerant one showed no difference compared to controls (Figure 4). Enzymatic detoxification of ROS could be involved in Fe toxicity responses (Fang et al., 2001; Majerus et al., 2007). APX activity, which could be part of a ROS tolerance, shoot-based mechanism as previously proposed (Wu et al., 2017), is induced only in the susceptible cultivar (Figure 5B), but not in the tolerant. Catalase activity was shown to be slightly higher in the tolerant cultivar (Figure 5A). Previous analyses of Fe tolerant and susceptible rice cultivars associated lower dehydroascorbate reductase, higher ascorbate oxidase activity and high rates of ascorbate reduction to tolerance (Wu et al., 2017), which were not tested in our experiments. Thus, EPAGRI 108 should be further investigated to identify the nature of its shoot-based tolerance mechanism.

### Fe Homeostasis-Related Genes Are Strongly Regulated in the Susceptible Cultivar

Our data clearly shows that the susceptible BR-IRGA 409 cultivar is responding as expected to Fe toxicity (Table 3 and Supplementary Tables S1–S5). Genes such as OsVIT2, OsFER1, and OsFER2 are up-regulated indicating that plants are compartmentalizing excessive Fe into vacuoles and ferritin holoproteins (Stein et al., 2009b; Zhang et al., 2012). Another interesting finding is that a putative, uncharacterized VTL transporter was one of the highly expressed genes under excess Fe. VTL were shown to transport Fe into the vacuoles in Arabidopsis (Gollhofer et al., 2014), indicating that the rice homolog might be important for Fe detoxification in vacuoles. Moreover, we found two ASR genes, OsASR1 and OsASR3, up-regulated in this cultivar. Both genes are up regulated by aluminum (Al) stress, and OsASR1 is involved in regulating the Al stress response in rice, acting as a transcription factor (Arenhart et al., 2013). 

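OsASR1, an abscisic stress ripening protein gene, rose in BR-IRGA 409 from 10.94 ± 0.10 to 13.14 ± 0.10 (n = 3 each), a log2 fold change of 2.20 (SE 0.12, adjusted p = 1.41e-06). In EPAGRI 108, by the array labels, it had 0.43 (SE 0.12, adjusted p = 0.133), and the responses differed (interaction 1.77, adjusted p = 5.61e-04). On the EPAGRI 108 control arrays OsASR1 stood at 12.67 ± 0.076, above the BR-IRGA 409 control arrays (1.73, SE 0.12, adjusted p = 1.48e-06). Of 7 ABA-responsive and late embryogenesis abundant genes, 1, OsASR3, rose in BR-IRGA 409 and was higher in EPAGRI 108 (3 higher in BR-IRGA 409 and 2 in EPAGRI 108 when adjusted over the list alone), and 1 of the 7 was matched to its probe set through the study's own tables. The EPAGRI 108 call of OsASR3 ends with the same-numbered arrays of each cultivar as pairs. OsDHN1, a dehydrin gene, had 0.46 (SE 0.17, adjusted p = 0.142) in BR-IRGA 409, and SalT, a salt-induced lectin gene, had 0.93 (SE 0.15, adjusted p = 0.0355) in EPAGRI 108, under 3-fold. The list shifted up in BR-IRGA 409 (median 0.31, adjusted p = 0.0365, adjusted p = 0.409 with an estimated correlation) and in EPAGRI 108 (median 0.16, adjusted p = 0.00456, adjusted p = 0.299 with an estimated correlation). In BR-IRGA 409 it did not shift without excess Fe replicate 1, where the sign of the median turned (-0.40, adjusted p = 0.831), control replicate 2 (adjusted p = 0.0519) or control replicate 3 (adjusted p = 0.0815), nor with array weights (median 0.084, adjusted p = 0.0918) or the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0906), and in EPAGRI 108 it did not without excess Fe replicate 3 (adjusted p = 0.0927).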

Fe and Al stresses are common in acidic soils, and thus ASR proteins might be involved to some extent in Fe toxicity gene regulation as well. Alternatively, Fe and Al stress responses in roots might be convergent, since both result in changes in root length due to decreased elongation. This, however, remains to be tested.

As already described in other studies, the Fe deficiency responsive genes were down regulated under excess Fe, but exclusively in the susceptible cultivar. Fe uptake transporters OsYSL15, OsIRT1, and OsNRAMP1; nicotianamine and phytosiderophore synthesis enzymes (NAS and NAAT); and phytosiderophore secretion transporter OsZIFL4/TOM1 were among them (Table 3 and Supplementary Table S2). These indicate that plants from the susceptible cultivar are attempting to avoid Fe uptake under excess Fe, and is in agreement with previous observations (Quinet et al., 2012; Bashir et al., 2014). An Fe and Cu transporter, OsYSL16, was also found as down-regulated (Supplementary Table S2). OsYSL16 was shown to be important for Fe distribution in rice plants, and its activation-tagging (which results in higher steady-state expression levels) results in increased Fe efficiency (Kakei et al., 2012; Lee et al., 2012). Thus, OsYSL16 decreased expression under excess Fe might be also contributing to avoid Fe accumulation.

Interestingly, we also found the recently described OsIMA1 (LOC_Os01g45914; IRON MAN 1), a small peptide that was clearly involved in regulating the Fe deficiency response in Arabidopsis (Grillet et al., 2018). Microarray data already demonstrated that OsIMA1 was up regulated by Fe deficiency (Zheng et al., 2009) and heterologous expression in Arabidopsis showed it is able to regulate Fe deficiency responses (Grillet et al., 2018). However, OsIMA1 physiological role is not established yet. Our data shows that it may be also important to regulate rice responses to Fe toxicity, likely by down regulating the Fe uptake machinery. In agreement with that, OsMIR, an orphan rice small protein that is also involved in Fe deficiency responses (Ishimaru et al., 2009), was also down regulated in BR-IRGA 409, again indicating the importance of such small regulatory peptides in regulating Fe concentration in plants.

However, it is puzzling that we haven’t found any commonly regulated genes in the tolerant cultivar compared to the susceptible one. 

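Stress and defence genes of the study's tables that were called in both cultivars changed the same way by the array labels. Since the tables used mostly list BR-IRGA 409 changes, calls in that cultivar are favoured. Of 8 glutathione S-transferase genes in Tables S1 to S3, whose enzymes detoxify, 8 rose in BR-IRGA 409 and 8 of 8 had the same sign in both, with median log2 fold changes of 2.28 and 1.16. The 1 called higher in EPAGRI 108 is LOC_Os10g38489, named after its values were seen. Of 11 probe sets of pathogenesis-related proteins and chitinases, 10 rose and 1 fell in BR-IRGA 409, 6 were higher in both, and 11 of 11 had the same sign. The 1 that fell is that of LOC_Os12g36840, a pathogenesis-related protein 10 gene (-4.08, SE 0.27, adjusted p = 4.82e-06 in BR-IRGA 409 and -0.78, adjusted p = 0.248 in EPAGRI 108), and its response differed between the cultivars (interaction -3.30, adjusted p = 0.00207). HSP18.1, a small heat shock protein gene, had 4.78 (SE 0.21, adjusted p = 1.33e-07) in BR-IRGA 409 and 0.41 (SE 0.21, adjusted p = 0.550) in EPAGRI 108, and a different response in the 2 cultivars (interaction 4.36, adjusted p = 2.04e-05). Of 5 WRKY transcription factor genes, 4 rose in BR-IRGA 409, and 3 of these, WRKY11, WRKY19 and WRKY77, were higher in EPAGRI 108 too. The fourth is LOC_Os11g02530, and these 4 were named after their values were seen. WRKY62, a regulator of defence genes, is not among these 5 and was taken from gene symbols. It had 1.94 (SE 0.37, adjusted p = 0.0392) in EPAGRI 108 and was not called in BR-IRGA 409. The study chose the genes of its tables on the same arrays, so their direction is not independent evidence. In EPAGRI 108 the calls among them and that of WRKY62 end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712 for WRKY62) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.209).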

We considered that 3 days of Fe excess treatment would be a good time point to identify contrasting differences in the two cultivars, based on physiological data. However, we should consider that sampling at later time points, when Fe would build up to higher levels in the tolerant cultivar, could show us similar genes regulated in EPAGRI 108 as observed in the susceptible BR-IRGA 409 after 3 days treatment with Fe excess. A time course transcriptional experiment could reveal the dynamics of this regulation, and how tolerant and susceptible cultivars may differ in the timing at which some genes are up and down regulated. Thus, our non-overlapping expression patterns would likely not be maintained throughout Fe excess responses for more than 3 days.

### Root Lignification Might Be Involved in Tolerance to Excess Fe

As inferred from the distinct Fe accumulation and distribution in the plant body between the two studied cultivars, the capacity to accumulate lower levels of Fe greatly contributes to the tolerance character of EPAGRI 108 plants. Based on the gene expression pattern and on the root anatomical analysis described in this work, root cell wall lignification and remodeling could play an important role in providing such a capacity to EPAGRI 108 plants. The tolerant cultivar showed only 42 genes up-regulated by excess Fe after 3 days of exposure. Among these, we found four peroxidases, one laccase and three dirigent proteins, most of them among the top up-regulated genes (Table 3 and Supplementary Table S3) indicating that the dirigent-guided lignin deposition might be up-regulated in the roots of the tolerant cultivar under excess Fe. 

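Over Tables S1 to S3 of the study, lignin-related genes moved both ways in BR-IRGA 409. Of 15 class III peroxidase probe sets in Tables S1 to S3, 8 rose and 7 fell in BR-IRGA 409, while 6 were higher and 1, that of OsPrx20, was lower in EPAGRI 108 by the array labels, 7 were called the same way in both and 15 of 15 had the same sign. OsPrx46 had a log2 fold change of 3.23 (SE 0.51, adjusted p = 0.00209) in BR-IRGA 409 and 2.51 (SE 0.51, adjusted p = 0.0454) in EPAGRI 108, and OsPrx107 had -3.18 (SE 0.30, adjusted p = 6.96e-05) and -1.29 (SE 0.30, adjusted p = 0.0623). Of 6 dirigent protein genes, 1 rose and 5 fell in BR-IRGA 409, and 6 of 6 had the same sign in both. The 1 that rose, LOC_Os12g07580, was also the 1 called higher in EPAGRI 108, and it was named after its values were seen. The laccase gene LOC_Os05g38420, of an enzyme that can couple lignin precursors, had -2.62 (SE 0.33, adjusted p = 4.74e-04) in BR-IRGA 409 and -1.51 (SE 0.33, adjusted p = 0.0518) in EPAGRI 108, and adjusted p = 0.00152 there without EPAGRI 108 excess Fe replicate 1. Over 9 laccase genes taken from gene symbols, 1 rose in BR-IRGA 409, LAC19 (2.11, SE 0.49, adjusted p = 0.0203), which had 0.47 (adjusted p = 0.910) in EPAGRI 108, and the list did not shift in BR-IRGA 409 (median -0.0083, mean 0.19, test downwards, adjusted p = 0.742) or in EPAGRI 108 (median -0.24, mean 0.10, test downwards, adjusted p = 0.238), with both medians at 0 when 2 members are set to their bounds. The genes of the tables were chosen by the study on these arrays, mostly for a change in BR-IRGA 409, which favours calls there. LAC19 was not called without BR-IRGA 409 excess Fe replicate 1 (adjusted p = 0.0523), excess Fe replicate 2 (adjusted p = 0.0919) or control replicate 3 (1.41, under 3-fold). The EPAGRI 108 calls of these peroxidase and dirigent genes end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712 for OsPrx46). They also end without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0596 to 0.231 for OsPrx46).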

The synthesis of coniferyl alcohols by peroxidases and laccases is known to lack region and stereoselectivity (Paniagua et al., 2017). Dirigent proteins stipulate, at regional and stereochemical levels, the outcome from the coupling of two molecules of *E*-coniferyl alcohol to produce the lignan (+)-pinoresinol (Davin et al., 1997). One characterized dirigent protein was shown to require the provision of one-electron oxidation through an auxiliary source, such as laccases, peroxidases and monooxygenases for its activity, and to be expressed mainly in lignifying tissues (Burlat et al., 2001). 

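LOC_Os08g38910, a caffeoyl-CoA O-methyltransferase gene of the monolignol pathway, had a log2 fold change of -1.29 (SE 0.26, adjusted p = 0.0457) in EPAGRI 108 by the array labels, lower with excess Fe by less than 3-fold, and -0.50 (SE 0.26, adjusted p = 0.359) in BR-IRGA 409. The O-methyltransferase gene ZRP4 had -1.51 (SE 0.40, adjusted p = 0.101) and -0.24 (SE 0.40, adjusted p = 0.837). The difference between the cultivars' responses passed the test for neither (adjusted p = 1.00 for each). Of 13 genes of monolignol synthesis, 1 rose in BR-IRGA 409 and 1 was higher in EPAGRI 108 (3 higher and 1 lower in BR-IRGA 409 and 1 higher and 1 lower in EPAGRI 108 when adjusted over the list alone). In both it was the phenylalanine ammonia-lyase LOC_Os04g43800, an enzyme at the entry of the pathway, with 1.89 (SE 0.44, adjusted p = 0.0185) in BR-IRGA 409 and 2.39 (SE 0.44, adjusted p = 0.0392) in EPAGRI 108. The list did not shift in BR-IRGA 409 (median 0.21, adjusted p = 0.172) or in EPAGRI 108 (median -0.12, mean 0.25, test upwards, adjusted p = 0.633), and both medians are 0 with members under the brightest control probe sets at their bounds. Of the list's 36 genes as fixed, 13 were matched to a probe set, 3 of them through the study's own tables, so its direction is not independent evidence. Without EPAGRI 108 control replicate 1 the list shifted up in BR-IRGA 409 (adjusted p = 0.0424), ZRP4 was called lower in EPAGRI 108 without EPAGRI 108 control replicate 1 (adjusted p = 0.0168) and LOC_Os08g38910 without EPAGRI 108 excess Fe replicate 1 (adjusted p = 0.00530). LOC_Os04g43800 is not called in BR-IRGA 409 without any 1 of its arrays but excess Fe replicate 3 (adjusted p from 0.0547 to 0.0786), nor in EPAGRI 108 with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712) or without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.209).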

Two enzymes involved in lignin biosynthesis, Caffeoyl-CoA *O*-methyltransferase and *O*-methyltransferase ZRP4 (Raes et al., 2003; Boerjan et al., 2003), were also up-regulated in EPAGRI 108 (Supplementary Table S3). These results indicated that lignin deposition might be involved in Fe tolerance observed in EPAGRI 108.

Our data further corroborated this hypothesis showing that other Fe tolerant cultivars induce lignin deposition in roots, whereas Fe susceptible cultivars decrease total lignin (Figure 10). A recent work showed that heterologous expression in Arabidopsis of OsPRX38, a rice Class III peroxidase, leads to higher tolerance to arsenic (Kidwai et al., 2019). Interestingly, expression of OsPRX38 caused increased expression lignin biosynthesis genes such as Caffeoyl-CoA *O*-methyltransferase, which results in root lignification, providing an apoplastic barrier for arsenic diffusion and therefore less arsenic uptake by Arabidopsis plants (Kidwai et al., 2019). Similarly, expression of Arabidopsis AtHMA4 (a membrane-localized Zn/Cd efflux transporter) in tobacco resulted in decreased Cd concentration in roots and shoots. Lignin biosynthesis genes were up-regulated when these plants were exposed to Cd, with consequent increased lignification, which blocked apoplastic diffusion of Cd (Siemianowski et al., 2014). Cu excess or Mn excess were also shown to induce lignification in Arabidopsis and rice, respectively (Lequeux et al., 2010; Dziwornu et al., 2018). Our data shows for the first time that lignin biosynthesis is linked to excess Fe responses and to Fe tolerance.

Lignin deposition increased both in the exodermis and in the endodermis, possibly limiting Fe uptake into the root and Fe translocation to the shoot, respectively. The exodermis and the endodermis are the outer- and innermost cortical layers of a root, and serve as filtration sites for the passive movement of ions between the soil solution and the stele (Ma and Peterson, 2003). These are the root tissue layers where rice deposits Casparian strips, which act as apoplastic diffusional barriers (Cai et al., 2011). Interestingly, work in Arabidopsis showed that Casparian strips are entirely made of a lignin polymer without suberin, contrary to what was previously accepted (Naseer et al., 2012). The Casparian strip works as a barrier for nutrient diffusion both into and out of the stele, which can have consequences for root to shoot translocation of minerals (Doblas et al., 2017; Ricachenevsky et al., 2018). The transcriptional control and further steps for its formation are being dissected in detail. Among these, a dirigent protein named ENHANCED SUBERIN 1 (ESB1)/AtDIR10 was shown as essential for Casparian strip integrity in Arabidopsis (Hosmani et al., 2013). However, rice orthologous proteins to the ones involved in Casparian strip synthesis and maintenance are not among the differentially expressed genes in our datasets. Therefore, lignin deposition in response to excess Fe in the tolerant cultivar is performed by a different set of genes, likely reinforcing the Casparian strip barrier or adding other layers of lignification in similar tissues to avoid Fe diffusion into the roots. 

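Casparian strip membrane proteins shape the barrier around the root stele. Of 22 genes named after them, 0 were called in either cultivar by limma. Only OsCASP1 is named as such a protein and the others as like it, so the list does not stand for the barrier itself. The list did not shift with excess Fe in BR-IRGA 409 (median -0.13, adjusted p = 0.423) or, by the array labels, in EPAGRI 108 (median -0.082, adjusted p = 0.366). At an unadjusted limma p under 0.05, 10 of the 22 differed in BR-IRGA 409 and 8 in EPAGRI 108, but 0 of them by 3-fold, and the methods' t-test with at least 3-fold also gave 0 in each. OsCASP1 had a log2 fold change of -1.12 (SE 0.18, adjusted p = 0.00218) in BR-IRGA 409, under 3-fold, and -0.73 (SE 0.18, adjusted p = 0.0786) in EPAGRI 108. OsCASPL1C1 had -1.57 (SE 0.29, adjusted p = 0.00509), just under 3-fold, and -0.87 (SE 0.29, adjusted p = 0.231), while OsCASPL1U2 had 0.98 (SE 0.17, adjusted p = 0.00311) and 0.73 (SE 0.17, adjusted p = 0.0602). OsCASPL1C1 passes 3-fold in BR-IRGA 409 without control replicate 1 (-1.66, adjusted p = 0.0125), excess Fe replicate 1 (-1.61, adjusted p = 0.0166) or excess Fe replicate 2 (-1.71, adjusted p = 0.0132), with quantile normalization applied again (-1.61, adjusted p = 0.00342) and with array weights (-1.71, adjusted p = 3.89e-04).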

Based on our data (Figure 10) this new mechanism might be common to other rice cultivars, indicating a new avenue for rice Fe tolerance breeding and engineering.

In EPAGRI 108 roots under iron excess, the additional lignification of cell walls of the xylem parenchyma cells, which surround the tracheal metaxylem elements, may represent an extra barrier against iron translocation. Parenchyma xylem cells are the final water transport route before the tracheal cell entrance, after passage through the epidermis and cortical layers (including exoderm and endoderm). Therefore, an increase in lignification in the parenchyma of the xylem can function as a final “line of defense” against Fe transport (another apoplastic barrier). In the roots of *Brachiaria decumbens*, all xylem cells (i.e., including xylem parenchyma cells) are thickened with an evident deposition of lignin on the wall because of the increased concentration of heavy metals (Gomes et al., 2011).

## Conclusion

Our results described two rice cultivars, one tolerant and one susceptible, to excess Fe. We provide datasets for gene expression of two contrasting rice cultivars regarding Fe toxicity tolerance under early Fe excess stress. We suggest that tolerance in the EPAGRI 108 cultivar, and likely in other rice germplasm, could be linked to increased cell wall lignification in the root cortex layers (endodermis and exodermis), as well as in the central cylinder (primary xylem and pith parenchyma cell), which would be a new mechanism for rice tolerance to high Fe concentrations. The data provided here could be important for further studying the responses of rice cultivars to Fe excess, and uncovering a possible Fe tolerance mechanism linked to cell wall remodeling.

## Materials and Methods

### Plant Material, Growth, and Treatments

Seeds from rice (*Oryza sativa* L. ssp. *indica*) genotypes used in this work were provided by the Rice Breeding Group from IRGA (Instituto Rio Grandense do Arroz, Brazil). BR-IRGA 409, IRGA RG 820, BRS Taim, Agulha Bico Torto, EEA 404, Nipponbare, IRGA Hybrid 9, EPAGRI 108, IRGA 423, and IRGA RG 819 are part of the germplasm bank of IRGA, and are commonly used for testing different traits in breeding programs of the Institute. The two genotypes used in most experiments are cultivated in southern Brazil and were previously characterized as tolerant (EPAGRI 108) and susceptible (BR-IRGA 409) to Fe toxicity (Silveira et al., 2007). Seeds were surface sterilized in 70% ethanol for 2 min, followed by 1.5% NaClO_4_ for 1 min, and then washed with abundant distilled water and germinated on moistened filter paper in Petri dishes. The seedlings were kept in the dark during the first 48 h, transferred to 16 h/8 h day/light regime (65 μmol m^-2^s^-1^ of photosynthetic active radiation) at 28°C for 2 days and then transferred to pots with vermiculite, watered with nutrient solution consisted of 1.42 mM NH_4_NO_3_; 0.4 mM NaH_2_PO_4_; 0.5 mM K_2_SO_4_; 1.7 mM CaCl_2_.2 H_2_O; 1.7 mM MgSO_4_.7H_2_O; 9.5 μM MnCl_2_.4 H_2_O; 0.07 μM (NH_4_)_6_Mo_7_O_24_.4H_2_O; 20 μM H_3_BO_3_; 0.16 μM ZnSO_4_.7H_2_O; 0.16 μM CuSO_4_.5H_2_O; 35.6 μM FeCl_3_.6H_2_O, and 0.07 mM citric acid (Yoshida et al., 1976). After 10 days, plants were transferred to hydroponic conditions, using the same nutrient solution, and after 10 more days plants were subjected to excess Fe (500 mg L^-1^ of iron) or control concentration (6.5 mg L^-1^), both using FeSO_4_ as the Fe source. To avoid possible effects of sulfur concentrations, Na_2_SO_4_ was added to the control solution to obtain equimolar sulfur concentration in both treatments. To maintain the concentration and keep Fe soluble, nutrient solutions were replaced every 72 h.

### Dry Weight and Chlorophyll Determinations

After 9 days of treatment, plants were separated in shoots and roots, immediately frozen in liquid nitrogen and kept at –20°C until further analysis. Shoots and roots were dried at 60°C to constant weight for the determination of DW. Fully expanded leaves were ground in liquid nitrogen and chlorophyll extracted in acetone 85%. Total chlorophyll (chlorophyll *a*+ chlorophyll *b*) was quantified by measuring absorbance at 663 nm and 645 nm, and the concentrations calculated as in Stein et al. (2009a).

### Gas Exchange Measurements

Gas exchange measurements were performed after 1, 2, 3, 6, and 9 days of exposure to the Fe treatments, using a portable photosynthesis system (LI-6400, LiCor Inc., Lincoln, NE, United States). All determinations of photosynthetic rate were performed using a reference CO_2_ concentration of 400 μL L^-1^, 1000 μmol m^-2^ s^-1^ photosynthetic photon flux (PPF) and leaf temperature of 22°C, using only the youngest fully expanded leaf. Light response curves were performed using a reference CO_2_ concentration of 400 μL L^-1^, leaf temperature of 22°C and a PPF range from 1500 to 0 μmol m^-2^s^-1^. CO_2_ response curves were performed using 1000 μmol m^-2^ s^-1^ PPF, leaf temperature of 22°C, with reference CO_2_ concentrations ranging from 800 to 50 μL L^-1^. All photosynthetic response curves were performed using only the youngest fully expanded leaf, after 6 days of exposure of plants to treatments (control and excess Fe), and the photosynthetic parameters were estimated according to the biochemical model described in Farquhar et al. (1980).

### Fe Concentration in Shoots, Roots, and Fe Plaque

To determine the Fe concentration in the Fe plaque, root systems were washed in abundant distilled water and immediately incubated for 3 h in cold dithionite-citrate-bicarbonate solution (Taylor and Crowder, 1983) and the Fe concentration determined by atomic absorption spectrometry (Varian-Model Spectra 10/20, Victoria, VIC, Australia). After extraction of Fe plaque, root systems were washed in distilled water and dried at 60°C. Dry samples (shoots and roots) were ashed at 500°C for 3 h. Ashes were digested with concentrated HCl and Fe was quantified by atomic absorption spectrometry.

### Oxidative Damage to Lipids, Proteins, and H_2_O_2_ Determination

Lipid peroxides were extracted in 80% ethanol from fully expanded leaves and lipid peroxidation determined by measuring the concentration of TBARS as described by Hodges et al. (1999). Oxidative damage to proteins was determined by the quantification of carbonyl groups, by derivatization with 2,4-dinitrophenyl-hydrazine. Fully expanded leaves were ground in cold extraction buffer [50 mM Tris (pH 8.0), 2 mM EDTA, 1 mM phenylmethylsulfonyl fluoride and 1 mM benzamidine], centrifuged at 12,000 × *g* for 15 min at 4°C, and the supernatants immediately used for carbonyl determination according to Levine et al. (1990) and normalized with the protein concentration determined using the dye-binding method (Bradford, 1976). H_2_O_2_ was quantified spectrophotometrically (Cintra 5, GBC Scientific Equipment, Victoria, VIC, Australia) after extraction with 0.1% trichloroacetic acid and reaction with KI in the dark (Alexieva et al., 2001). The amount of H_2_O_2_ was calculated using a standard curve prepared with known concentrations.

### Antioxidant Enzymes Activity

For all enzymatic activity determinations, fully expanded leaves were ground in cold extraction buffer containing 50 mM of sodium phosphate buffer (pH 7.4), 1% (w/v) polyvinylpyrrolidone, 1 mM EDTA, 1 mM phenylmethylsulfonyl fluoride, and 1 mM benzamidine. The homogenate was centrifuged at 12,000 × *g* for 15 min at 4°C and the supernatant immediately used for enzymatic assays.

Ascorbate peroxidase activity was determined according to Klapheck et al. (1990), from the decrease in absorbance at 290 nm; CAT activity was determined following the decrease of absorbance at 240 nm due to H_2_O_2_ consumption (Cakmak and Marschner, 1992); and SOD activity was quantified as described by Beyer and Fridovich (1987), using 15 min of illumination and recording the absorbance at 560 nm. All enzymatic assays were performed at 25°C as initial activities, with no lag period, and total protein concentration determined by the dye-binding method (Bradford, 1976).

### Global Gene Expression Analysis and Real-Time PCR

For global gene expression analysis, highly purified total RNA was obtained using NucleoSpin RNA II (Macherey-Nagel) from roots of EPAGRI 108 and BR-IRGA 409 plants exposed for 3 days to control or excess Fe conditions. RNA purity and quality was assessed by absorbance measurement (260 and 280 nm ratio) and by analysis on a Bioanalyzer (Agilent Technologies). Global gene expressions analyses were performed using the GeneChip Rice Genome Array (Affymetrix), which contains probes to query 51,279 transcripts representing two rice subspecies, with approximately 48,564 transcripts from *japonica* and 1,260 transcripts from the *indica* subspecies, respectively. 5 μg of total RNA were used as starting material for each sample, which were labeled using the one-cycle target labeling and control reagents (Affymetrix). Target preparation, micro-chip hybridization, washing, staining, and scanning were carried out according to manufacturer’s instructions (Affymetrix). The Affymetrix GeneChip Operating Software 1.2.1 was used for washing and scanning in the Fluidics Station 450 (Affymetrix) and the Scanner 3300 (Affymetrix), respectively. Sample quality was assessed by examining the 3′ to 5′ intensity ratios of the Poly-A and hybridization controls, and the housekeeping genes. For further data analysis, the probe intensity files (.cel) were imported into the ArrayAssist software (Stratagene) and normalization and probe summarization were performed using the Robust Multichip Analysis algorithm (Irizarry et al., 2003), followed by variance stabilization. Variance stabilization was performed to suppress noise by addition of a fixed quantity to all linear scale signal values.

To identify differentially expressed genes, a Student’s *t*-test (using *P* ≤ 0.05) was performed and the genes that showed significant differences and were up- or down-regulated by threefold or more were considered to be differentially expressed. Averages from three biological replicates for each sample were used for analysis.

The results from the microarray analysis were validated by real-time PCR. Total RNA was isolated from roots of rice plants exposed for 3 days to control or excess Fe treatments, and one microgram was treated with DNAse and reverse transcribed. Polymerase chain reactions were performed in a StepOne real time PCR System (Applied Biosystems), using SYBR^®^ Green (Invitrogen) to monitor dsDNA synthesis. The following standard thermal profile was used for all PCRs: 95°C for 5 min; 40 cycles of 95°C for 15 s, 60°C for 10 s, 72°C for 15 s, and 60°C for 35 s. Relative expression was determined based on Schmittgen and Livak (2008) method with slight modifications, as described previously (Dametto et al., 2015). Primer sequences corresponding to all tested genes are listed in Supplementary Table S5. The microarray data obtained is publicly available at Gene Expression Omnibus^1^ under the accession number GSE131287.

### Gene Ontology Analyses and Venn Diagram

Gene Ontology analyses were performed using PlantGSEA^2^. The 20 most highly enriched categories were selected, and showed with false discovery rate transformed to Log_10_ base. Categories were separated in “Biological Process,” “Cellular Component,” and “Molecular Function.” The Venn diagram was generated using Venny^3^.

### Histochemical Staining

Plants were harvested after 15 days of treatment. The five millimeters most distal from the root tip were harvested from each root and fixed in 1.5 mL of 2.5% (w/v) glutaraldehyde and 3% (w/v) formaldehyde in phosphate buffer (pH 7.2). Hand-cut transverse sections were taken from fixed roots, after phosphate buffer (pH 7.2) washing followed by rinse in distilled water. The presence of lignin was determined by the Wiesner reaction (Wiesner, 1878), which gives a characteristic red coloration due to cinnamic aldehydes contained in lignified cell walls (Pomar et al., 2002), when viewed under bright field light microscopy. Sections of the roots were soaked in 1:1 aqueous solution of 2% (w/v) phloroglucinol and 70% (v/v) HCl, transferred to a glass-slide, topped with one drop of glycerin and covered with a cover slip. Observations and images were made using a Leica DM light microscope equipped with a Leica DFC500 Digital Camera system.

### Chlorophyll *a* Fluorescence

Chlorophyll fluorescence was evaluated using a portable Chlorophyll Fluorometer (OS-30p Opti-Sciences Inc., Hudson, NH, United States). The fast kinetics rising transient (OJIP) measurements were made on attached youngest fully expanded leaves, which were dark-adapted for 12 h. For these measurements, eight plants from each genotype and treatment were used. The F_V_/F_M_ ratio or trapping probability, TR0/ABS, which is the probability that an absorbed photon will be trapped by the Photosystem II reaction center with the resultant reduction of Q_A_ (primary electron acceptor of Photosystem II) was estimated from the JIP test parameters (Strasser and Strasser, 1995; Krüger et al., 1997). Experiments were performed using *n* = 8 to 9 plants per genotype.

### Lignin Quantification

After 15 days of treatment, roots of nine plants from each genotype were harvested and dried in an oven (60°C, 9 days). The eight millimeters most distal from the root tip were harvested from each root for lignin analysis. Root lignin concentration was determined from the protein-free cell wall fraction by the formation and quantification of lignin-thioglycolic acid (LTGA) (Santos et al., 2004, modified proportionally to use 0.05 g of dry roots per sample). The LTGA pellets were dried at 60°C, dissolved in 0.5 M NaOH and diluted to yield an appropriate absorbance for spectrophotometric determination at 280 nm. For lignin’s standard curve preparation, different concentrations from 0.005 to 0.5 mg ml^-1^ of lignin (Aldrich 37,096-7 Lignin, alkali, 2-hydroxy-propyl ether) were prepared in the same way (reaction with thioglycolic acid and HCl) and the absorbance at 280 nm was determined. Lignin concentration was expressed as milligram LTGA per gram of dry weight. Experiments were performed using *n* = 8 to 9 plants per genotype.

### Statistical Analysis

Means from most physiological and biochemical analyses were compared by ANOVA, followed by Duncan test, according to Quinn and Keough (2002). F_V_/F_M_ and lignin concentration means were compared to the respective controls by the Student’s *t*-test (P ≤ 0.05) using the SPSS Base 12.0 for Windows (SPSS Inc., Chicago, IL, United States). Differences were considered significant when *P* ≤ 0.05.

## Data Availability

All datasets for this study are included in the manuscript and the Supplementary Files. The microarray data obtained in this work is available at Gene Expression Omnibus^4^ under the accession number GSE131287.

## Author Contributions

RJS and JPF conceived the study. RJS, GLD, LS, and MGS conducted the experiments. RJS, AdAJ, FKR, LMGR, NITZ, RS, and JPF analyzed the data. JPF, LMGR, NITZ, and RJS provided the experimental tools. RJS, FKR, and JPF wrote the manuscript. All authors approved the current version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/geo/

2 http://structuralbiology.cau.edu.cn/PlantGSEA/analysis.php

3 http://bioinfogp.cnb.csic.es/tools/venny/

4 https://www.ncbi.nlm.nih.gov/geo/

How the deposited data were processed for this re-analysis (not part of the article)

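RNA of rice roots was measured on 12 GeneChip Rice Genome Arrays, with 3 arrays for each of 4 groups: BR-IRGA 409 and EPAGRI 108, each with excess Fe (500 mg/L) or control (6.5 mg/L) for 3 days. The values used are the authors' RMA values on a log2 scale, 1 per probe set and array, made in ArrayAssist from scans read with GCOS 1.2.1. RMA corrects for background, makes the distributions of all arrays alike and summarises the probes of a probe set. The methods describe a later variance stabilization, a fixed quantity of unstated size added to the linear values. A quantity of 16 is not part of these values, since the lowest value of an array lay between 1.51 and 1.74, below the log2 of 16. The study's BR-IRGA 409 folds are met more closely with 16 added than with none, the only 2 quantities compared, and 16 added to the linear values was an alternative. Images and probe-level values were not analysed here.

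All 57381 probe sets were read and 123 control probe sets were left out, which leaves 57258. Probe sets were paired with genes by the annotation tables used here: 22436 have 1 gene, 95 several and 34727 none listed, for 17905 genes, and the locus names of the study's own tables were used where those tables list the probe set. No genome was used and no coordinates are given. The level of the brightest control probe sets without a target in rice was 4.51 to 5.01 on an array, and 30305 to 34108 probe sets lay above it. Where every array of a group lay at or under it, each was set to it and the fold is given as "at least", and no fold is given where both groups lay under it. The number of arrays limits the precision of every value.

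Group means were fitted with limma 3.58.1 in R 4.3.3 over all 12 arrays (8 residual degrees of freedom) with moderated variances, for excess Fe against control in each cultivar, for the difference between these responses (the interaction) and for EPAGRI 108 against BR-IRGA 409 in each treatment. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 3-fold, and all adjusted p of genes come from limma. The study's methods use an unadjusted t-test p of at most 0.05 and at least 3-fold, which was run as an alternative. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Tested on simulated data with the design of these arrays, the limma fit recovered 97% of 4-fold and 99% of 8-fold changes in BR-IRGA 409 and 94% and 98% in EPAGRI 108, with 1 and 3 false calls. The simulated noise was independent between arrays, with 1 spread per probe set over all groups. It leaves out the structure of same-numbered arrays, so this recovery need not hold for the real EPAGRI 108 arrays.

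Same-numbered arrays were checked for pairing through the correlation of their deviations from the group means. Within BR-IRGA 409 the correlations were 0.490, 0.209 and 0.108. Within EPAGRI 108 they were 0.454, 0.302 and 0.151, and all lay over the pairing threshold of 0.1. These values do not show that the numbers pair the samples. BR-IRGA 409 control 3 correlated more with excess Fe 2 (0.314) than with excess Fe 3, and EPAGRI 108 control 3 did so too (0.259). Arrays numbered 1 correlated across the cultivars as well (0.266 to 0.383), and the labels state no pairing. Across all groups 15 of 18 such pairs lay over 0.1 and the lowest was 0.0104. A fit with the number of each cultivar as a block was added after the data were seen. It ended every EPAGRI 108 call, and its value stands beside most of the named results it changes. The block of the number over all 4 groups, set before, kept the EPAGRI 108 counts above 0 (186 and 17).

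Of 22 gene lists, 9 were fixed with their members before the data were examined (ABA-responsive and late embryogenesis abundant genes, phytoalexins, Fe storage, Fe uptake, fermentation, the methionine cycle, monolignol synthesis, phosphate starvation and the secondary wall) and the others were taken from gene symbols after the annotation and before the values were seen. Each gene identifier has 1 probe set in a list, the matched one with the highest mean, and a symbol shared by several identifiers can stand for several members. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, each adjusted over the lists. Medians are also given with members at or under the brightest control probe sets at their bounds, where that moves them. Groups of the study's Tables S1 to S3 were formed by words in the descriptions, and Table S4, held in part, entered only the tally of directions. A gene is named by a rule set before the data were examined: every gene named in the text, Table 3 or Figure 7 of the paper (whose values had been seen), for each comparison the 10 largest rises and falls among called probe sets whose groups do not overlap, and up to 4 members of each list. This gave 174 genes.

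Alternatives set before the data were examined were the methods' t-test (unadjusted or adjusted), each pair of groups fitted alone, the replicate number as a block, 16 added to the linear values, arrays centred on their medians, array weights, other variance moderation, other fold minimums, the dimmer probe sets left out, 1 probe set per gene, the other list tests, and each array left out in turn. Added after the data were seen were the block within each cultivar, the EPAGRI 108 arrays numbered 1 left out together, and 16 added with the methods' t-test, with and without these arrays. Other splits of the arrays were counted for each comparison. Signs of RNA quality were taken from 4 pairs of 3' and 5' control probe sets, of actin and GAPDH, with an exact permutation test. For it 3 arrays against 3 allow no p under 0.1. The RT-qPCR and the physiological measurements were not analysed here.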

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

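Of the tests in this part, that of RNA quality, that of sequence variants for the Fe uptake genes and the counts of other splits were fixed before their results were seen, and that of sequence variants for the Fe storage genes and that of exchanged labels were chosen after. By a test of the difference itself, the cultivars' responses to excess Fe differed for 1838 probe sets with the EPAGRI 108 labels exchanged. By the array labels, used here, they differed for 80 probe sets. Among the gene lists, the same test gave a median interaction of 1.34 for Fe storage, -3.89 for Fe uptake (-3.36 with members under the brightest control probe sets without a rice target at their bounds) and -0.98 for the methionine cycle, where 12 of 14 Fe uptake and 6 of 8 Fe storage members were matched through the study's own tables of genes changed on these arrays, so that these medians are not independent evidence. By the array labels, the largest interactions by fitted value were those of OsYSL15 (-6.39), OsNAS1 (-6.16), OsIMA1 (-6.01, with both EPAGRI 108 groups under the brightest control probe sets without a rice target), OsNAS2 (-5.95), LOC_Os04g45510 (5.39, with BR-IRGA 409 control under them) and OsNAAT1 (-5.38). This order would not hold with the EPAGRI 108 direction turned. The interaction of LOC_Os04g45510 is not called with 16 added to the linear values (3.84, adjusted p = 0.158).

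The cultivars themselves, which the paper's array analysis does not compare, differed in 638 probe sets in control (346 higher and 292 lower in EPAGRI 108) and in 679 in excess Fe (338 and 341). For both, 10 splits of 6 arrays are too few for a share under 0.05: the 6 control arrays alone gave 617 called probe sets and 0 at most in another split (1 of 10 splits as large), and the 6 excess Fe arrays 675 and 0 (1 of 10). For the interaction, 7 of 100 drawn splits gave as many as the real 80, up to 1838, so that chance cannot be excluded by this count. All 7 keep the BR-IRGA 409 treatment groups: 1 is the real split, 1 has the EPAGRI 108 groups mirrored (1838), which turns a shared response into a difference, and 5 regroup the EPAGRI 108 arrays, 3 of them with several times the real number (up to 1531), which a structure of the EPAGRI 108 samples and a shared response removed or partly mirrored by the regrouping would both give, and neither was tested. Of the 14 splits that part all 6 same-numbered pairs, as the real one does, 5 gave as many, and 0 was the highest where the BR-IRGA 409 groups were not the real ones.

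On the arrays labelled control, Fe uptake genes were lower in EPAGRI 108 than in BR-IRGA 409 (11 of 14 called, median -3.77, -3.46 with members at their bounds) and Fe storage genes were higher (3 of 8 called, median 1.18). The calls are those of single genes over all probe sets, and no test of the lists is given for this comparison, since most members were matched through the study's tables, which favours genes high (Fe uptake) or low (Fe storage) on these BR-IRGA 409 control arrays. Cultivar sequence variants under the probes would by themselves give the same gap in both treatments. In excess Fe 7 of the 11 Fe uptake genes lay above or within 1 log2 unit of BR-IRGA 409. For Fe storage 3 of the 3 genes called higher in EPAGRI 108 lay below or within 1 log2 unit of it. The gap thus narrowed. This cannot decide, since most of these genes were picked for a change in BR-IRGA 409, which favours a narrower gap there. Low signals narrow a gap as well. The 3' minus 5' signals of 4 of 4 control probe set pairs, of actin and GAPDH, overlapped between the control groups. Their means differed by -0.018 to 0.13 in log2 between these groups. This does not exclude a difference in RNA quality, since 3 arrays against 3 allow no permutation p under 0.1. For actin the arrays numbered 1 widened the range in both groups. An exchange of treatment labels among the EPAGRI 108 arrays would leave the gap. For 14 of the 14 genes called here all 6 EPAGRI 108 arrays lay beyond the 3 BR-IRGA 409 control arrays. Whether labels were exchanged is not tested by this. A difference between the cultivars in Fe status or Fe response, or in the tissue sampled, stays open as well, and neither was tested. On the tissue, the 6 photosynthesis genes were lower in EPAGRI 108 control too (median -0.98, adjusted p = 1.03e-05, 0.0978 with an estimated correlation, 2 called). The paper's Table 1 gives comparable Fe concentrations of roots and shoots in control at a later day and more Fe plaque on EPAGRI 108 roots.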

How the results depend on the processing

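The BR-IRGA 409 counts, the cultivar differences and the Fe lists held under most alternatives, and the EPAGRI 108 calls did not. Without any 1 array BR-IRGA 409 had 546 to 647 higher and 126 to 165 lower, EPAGRI 108 0 to 457 higher and 0 to 55 lower by the array labels, 0 to 368 in the same direction and 0 to 1 in opposite directions, the interaction 58 to 108, and the cultivar differences 628 to 666 in control and 653 to 690 in excess Fe. The EPAGRI 108 counts are 0 without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3, 457 and 36 without EPAGRI 108 control replicate 1 and 240 and 55 without EPAGRI 108 excess Fe replicate 1. Lists called ranged from 12 to 16 in BR-IRGA 409, 10 to 14 in EPAGRI 108, 4 to 9 in the interaction (4 without EPAGRI 108 excess Fe replicate 2, control replicate 3, BR-IRGA 409 excess Fe replicate 1 or control replicate 2) and 6 to 10 between control groups. The medians without any 1 array were 2.10 to 2.27, 0.66 to 1.00 and 1.10 to 1.33 for Fe storage (BR-IRGA 409, EPAGRI 108 and EPAGRI 108 against BR-IRGA 409 in control), -4.35 to -4.17, -0.47 to -0.28 and -3.80 to -3.74 for Fe uptake, and 0.061 to 0.34, -0.16 to 0.080 and -0.097 to 0.097 for monolignol synthesis. Of values of single genes under alternatives set before, 8018 kept their side of the threshold, 619 lost the call and 175 gained it, and of list values 1856 kept it, 121 lost it and 43 gained it. A signal under the brightest control probe sets without a rice target gives a bound in place of a fold, and it limits what can be said of genes with both EPAGRI 108 groups under it, such as OsIMA1, OsMIR, OsZIFL4/TOM1, LOC_Os03g16030 and LOC_Os04g03802. Of 35 named genes called in EPAGRI 108, leaving out 1 array moved the fold there by over 1.5 times for 20, by up to 2.81 times. The cause of these changes was not tested, apart from the looser or stricter thresholds where the setting itself moves the count.

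With the methods' t-test adjusted for multiple tests, BR-IRGA 409 had 371 higher and 72 lower, EPAGRI 108 0 and 0 and 0 in both, and the cultivars differed in 335 (control) and 396 (excess Fe). EPAGRI 108 had 0 and 0, and 0 in the same direction, with each pair of groups alone, with the replicate number as a block in each cultivar alone, with that block of each cultivar in the fit of 4 groups, and with 16 added to the linear values, which left 48 interaction calls and 451 differences in excess Fe. With the replicate number as a block over all 4 groups EPAGRI 108 had 186 and 17, with 174 in the same direction. At an unadjusted limma p under 0.05 EPAGRI 108 had 5911. Array weights gave 417 and 46 in EPAGRI 108, with 339 in the same direction and 1 in opposite ones. Trended and robust moderation gave 76 and 7, and 65 in the same direction. No minimum fold gave 2425 and 1951 in BR-IRGA 409, 441 and 127 in EPAGRI 108, 483 in the same direction, and 1862 and 2089 between the cultivars. A 2-fold minimum gave 1213 and 483, 325 and 51, 313, and 1097 and 1194.

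Chosen after seeing the data, leaving out both EPAGRI 108 arrays numbered 1 gave 520 and 78 in EPAGRI 108, 427 in the same direction and 1 in opposite ones, and with 16 added and the methods' t-test as well 356, 49 and 304. The block of each cultivar changed, besides the EPAGRI 108 calls, the ABA list in BR-IRGA 409, photosynthesis (adjusted p = 0.0584) and the secondary wall (adjusted p = 0.0477) in the interaction, and the BR-IRGA 409 calls of OsJAZ2 (adjusted p = 0.0456), OsJAZ12 (0.0187), LAC24 (0.0493) and LOC_Os02g37260 (0.0615), and no other named call. With an estimated correlation 3 lists were called in BR-IRGA 409, 0 in EPAGRI 108, 3 in the interaction and 3 between control groups, and by fry 3 in EPAGRI 108 and 4 in the interaction. In EPAGRI 108 Fe storage (0.82, adjusted p = 0.103) and Fe uptake (-0.36, adjusted p = 0.212, by fry 0.0687) lost their calls with an estimated correlation. Monolignol synthesis in BR-IRGA 409 (0.21) gained one with each pair alone (adjusted p = 0.0430) and without the EPAGRI 108 pair numbered 1 (adjusted p = 0.0386). Between control groups the test of the JAZ list turned direction with array weights, where the median stayed positive (0.061, adjusted p = 0.999). It also turned without EPAGRI 108 control replicate 1 (-0.040, adjusted p = 0.478) and without that pair (-0.040, adjusted p = 0.405). The test of the phytoalexin list turned without that array (-0.49, adjusted p = 0.0106) or pair (-0.49, adjusted p = 0.0109). In EPAGRI 108 the test of the JAZ list turned without control replicate 2 (0.021, adjusted p = 0.938). Without any 1 array these lists ranged from -0.040 to 0.67, -0.49 to 0.79 and 0.021 to 0.50. No value could be had for the interaction under the t-test, each pair alone or the block in each cultivar alone, for cultivar differences under the block within cultivars, or for lists under the adjusted t-test, the fold minimums and the choices of probe sets.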

Differences from the paper's values

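The paper's counts use an unadjusted p of at most 0.05 from a t-test and at least 3-fold, and those given here an adjusted p under 0.05 and at least 3-fold, so the thresholds differ. For BR-IRGA 409 the paper gives 92 down-regulated genes and the arrays gave 143. Of 26 alternatives set before the data were examined, 8 come within the paper's value, which means here and below that the larger is at most 1.5 times the smaller: the adjusted t-test (72), 16 added (100), arrays centred on their medians (135), the dimmer probe sets left out (124), 1 probe set per gene (133), and the fits without BR-IRGA 409 excess Fe replicate 2 (129), excess Fe replicate 3 (134) or control replicate 2 (126). With 16 added and the methods' t-test, chosen after seeing the values, the count was 103, and 4 of the 92 entries of the paper's Table S2 were not called.

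For EPAGRI 108 the direction by the array labels is opposite to the paper's, so the counts are given by the labels and with the direction turned. The paper gives 43 up-regulated genes, and the arrays gave 162 by the labels and 13 turned. By the labels 0 of the 26 alternatives come within it, and turned 4 do: array weights (46), a 2-fold minimum (51), and the fits without EPAGRI 108 excess Fe replicate 1 (55) or control replicate 1 (36). The paper gives 310 down-regulated genes, against 13 by the labels (0 alternatives) and 162 turned, where 5 come within it: array weights (417), no minimum fold (441), a 2-fold minimum (325), and the fits without EPAGRI 108 excess Fe replicate 1 (240) or control replicate 1 (457). With 16 added, the methods' t-test and both EPAGRI 108 arrays numbered 1 left out, chosen after seeing the values, the turned counts were 49 and 356, and 1 of the 43 entries of Table S3 and 1 of the 171 entries held of Table S4 were not called. Leaving out only that pair of arrays, also chosen after seeing the values, called 42 and 171 of these entries, against 12 and 107 with all arrays, and array weights called 33 and 171.

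The paper gives 232 genes up in BR-IRGA 409 and down in EPAGRI 108, against 0 by the labels by limma (0 by the unadjusted t-test with at least 3-fold, and 47 in opposite directions of either kind at an unadjusted limma p under 0.05, where 0 alternatives come within the paper's value) and 136 turned. Turned, 6 do: the unadjusted t-test (173), the replicate number as a block over all 4 groups (158), array weights (306), a 2-fold minimum (276), and the fits without EPAGRI 108 excess Fe replicate 1 (193) or control replicate 1 (345). For genes down in BR-IRGA 409 and up in EPAGRI 108 the paper gives 29, against 0 by the labels (0 alternatives) and 12 turned, where 4 come within it: array weights (33), a 2-fold minimum (37), and the fits without EPAGRI 108 excess Fe replicate 1 (35) or control replicate 1 (23). The setting with 16 added, the t-test and the pair left out, chosen after seeing the values, gave 271 and 33, and it drops the entries counted above.

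For genes changed in 1 cultivar alone, the paper gives 191 up in BR-IRGA 409, against 491 (0 alternatives). The setting chosen after seeing the values, with 16 added, the t-test and the pair left out, gave 213 and dropped 11 of the 428 entries of Table S1, and leaving out the pair alone gave 271. For genes down in BR-IRGA 409 alone the paper gives 64, against 131, with the adjusted t-test (72) the only alternative within it, and of those chosen after seeing the values 16 added with the t-test gave 92, leaving out the pair 94 and both together 70. For genes up in EPAGRI 108 alone the paper gives 15, against 26 by the labels, where arrays centred on their medians (21), the dimmer probe sets left out (18) and trended and robust moderation (17) come within it, and 1 turned, where array weights (13), a 2-fold minimum (14) and the fits without EPAGRI 108 excess Fe replicate 1 (20) or control replicate 1 (13) do. The settings chosen after seeing the values gave 20 by the labels with 16 added and the t-test, and 16 turned with the pair left out as well. For genes down in EPAGRI 108 alone the paper gives 78, against 1 by the labels (0 alternatives) and 26 turned, where array weights (110), no minimum fold (57) and the fit without EPAGRI 108 control replicate 1 (111) come within it, as does the setting chosen after seeing the values with 16 added, the t-test and the pair left out (85).

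Among single genes in BR-IRGA 409, the paper gives a 25-fold rise of OsASR3 and the fitted fold was 59.2 (at least 27.2-fold), within the paper's with 16 added (27.7) and under no other of 23 alternatives. For OsYSL2 the paper gives -12 and the fit -18.8, within it with 16 added (-12.2) and without BR-IRGA 409 excess Fe replicate 3 (-17.4). For OsNAS1 the paper gives -102 and the fit -158, within it with 16 added (-115), array weights (-148), and without BR-IRGA 409 excess Fe replicate 1 (-136), control replicate 2 (-153) or control replicate 3 (-151). For OsZIFL4/TOM1 the paper gives -6.2 and the fit -18.6 (at least 4.55-fold lower), and for OsMIR -3.2 and -6.17 (at least 2.12-fold lower), and of 22 alternatives these come within it with 16 added only (-5.92 and -2.84). The bounds of OsASR3, OsZIFL4/TOM1 and OsMIR do not exceed the paper's folds by more than 1.5 times.

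The paper states that the cultivars' shared genes change in opposite directions, and by the array labels they changed in the same direction (148 of 148). In the BR-IRGA 409 tables 428 of 428 and 92 of 92 entries have the paper's direction, and in the EPAGRI 108 tables 0 of 214 entries have it by the labels and 214 have it turned. In the RT-qPCR of Figure 7, EPAGRI 108 levels of OsPrx46, LOC_Os10g37160 and LOC_Os02g37380 are lower with excess Fe, and by the labels the arrays gave 2.51, 4.51 and 4.05. There the dirigent-like genes and LOC_Os10g31670 are higher with excess Fe in EPAGRI 108, and the arrays gave -4.42 for LOC_Os10g18870, -4.03 for LOC_Os10g18820 and -1.55 for LOC_Os10g31670. LOC_Os11g15624 is high in EPAGRI 108 control and near the base line in BR-IRGA 409 in that figure, and the arrays gave 9.05 ± 0.23 in BR-IRGA 409 control and 4.42 ± 0.084 in EPAGRI 108 control. OsIRT1 is near the base line in EPAGRI 108 in that figure, and the arrays gave 10.09 ± 0.16 in control and 7.23 ± 1.75 in excess Fe. For OsYSL15 and OsNAS1, low in EPAGRI 108 in the figure, the arrays too gave lower levels in EPAGRI 108 control than in BR-IRGA 409 control (-6.42 and -5.86).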

Other observations

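Lists of defence genes that the paper's text does not treat as lists shifted up in both cultivars by the array labels with a preset correlation between genes, and 0 of these 4 did with an estimated one. In the tests of this part, the explanation by a batch of the arrays numbered 1 and the counts of other splits were fixed before their results were seen, and the other explanations were tested after. Of 13 genes of the phytoalexin list, all of diterpenoid synthesis, 7 rose in BR-IRGA 409 (10 when adjusted over the list alone, median 1.97, adjusted p = 5.68e-08, 0.197 with an estimated correlation). In EPAGRI 108 4 were higher, OsCPS4, CYP71Z7, LOC_Os04g09920 and OsKSL7, the last named after its values were seen (12 when adjusted over the list alone, median 2.87, adjusted p = 2.93e-20, 0.101 with an estimated correlation). Of the 13, 9 were matched to probe sets through the study's own tables, so the direction is not independent evidence. CYP76C2 (LOC_Os02g36110) had 4.13 (SE 0.91, adjusted p = 0.0143) in BR-IRGA 409, not called there without BR-IRGA 409 excess Fe replicate 2 (adjusted p = 0.0587) or control replicate 3 (0.0628). Of 10 chitinases, which cut fungal walls, 5 rose in BR-IRGA 409, Cht1, Cht8, Cht9, Cht11 and Cht3, the last named after its values were seen (median 1.47, adjusted p = 4.07e-07, 0.108 with an estimated correlation), and Cht8, Cht9 and Cht11 were higher in EPAGRI 108 (median 0.93, adjusted p = 2.92e-09, 0.101 with an estimated correlation). Cht11 had 2.58 (SE 0.35, adjusted p = 8.52e-04) and 1.92 (SE 0.35, adjusted p = 0.0392). Cht1 was called in EPAGRI 108 too without EPAGRI 108 control replicate 1 (adjusted p = 8.16e-04) or excess Fe replicate 1 (0.0239). The WRKY list of 6 shifted up in EPAGRI 108 (median 0.60, adjusted p = 0.00239, 0.218 with an estimated correlation) and in BR-IRGA 409 (median 0.54, adjusted p = 0.0289, 0.346 with an estimated correlation), there not without BR-IRGA 409 excess Fe replicate 2 (adjusted p = 0.0571) or control replicate 1 (0.275). Of 13 JAZ repressors of jasmonate signalling, OsJAZ5 and OsJAZ8 rose in BR-IRGA 409 (0.0493 and 0.0277 as adjusted p), and neither call holds without any 1 of the 6 BR-IRGA 409 arrays (adjusted p from 0.0743 to 0.179 and from 0.0612 to 0.0935), nor that of OsJAZ5 without any 1 of the EPAGRI 108 excess Fe arrays (adjusted p from 0.0537 to 0.0684). That list shifted up in BR-IRGA 409 (median 0.44, adjusted p = 0.00466, 0.421 with an estimated correlation), not without BR-IRGA 409 control replicate 1 (adjusted p = 0.0607), and in EPAGRI 108 (median 0.27, adjusted p = 0.0188, 0.516 with an estimated correlation), not without EPAGRI 108 excess Fe replicate 1 (0.402), control replicate 2 (0.938) or control replicate 3 (0.131). The EPAGRI 108 calls named here end with the same-numbered arrays of each cultivar as pairs (adjusted p = 0.0712 to 0.0743) and without any 1 of the 6 BR-IRGA 409 arrays or of the EPAGRI 108 arrays numbered 2 and 3 (adjusted p from 0.0516 to 0.242).

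Of 25 genes of the cell cycle 0 were called in either cultivar, while the list shifted down by a small amount in BR-IRGA 409 (median -0.26, adjusted p = 1.46e-04, 0.161 with an estimated correlation) and EPAGRI 108 (median -0.19, adjusted p = 0.00220, 0.218 with an estimated correlation). Its cyclin gene CycD4;2 had -0.87 (SE 0.20, adjusted p = 0.0204) in BR-IRGA 409. The list mixes cyclins and cyclin-dependent kinases with KRP inhibitors of these kinases, so its shift does not measure cell division. The 6 photosynthesis genes, a sign of green tissue, shifted down in BR-IRGA 409 (median -0.57, adjusted p = 0.0104, 0.272 with an estimated correlation) and were lower in EPAGRI 108 than in BR-IRGA 409 in control (median -0.98, adjusted p = 1.03e-05, 0.0978 with an estimated correlation), but did not shift in EPAGRI 108 with all arrays (adjusted p = 0.130, 0.0366 without EPAGRI 108 control replicate 1). The 7 metallothioneins, which bind metals, shifted up in BR-IRGA 409 (median 0.19, adjusted p = 0.00681, 0.212 with an estimated correlation), where OsMT2a had 1.18 (SE 0.17, adjusted p = 0.00106), and in EPAGRI 108 (median 0.054, adjusted p = 0.0125, 0.239 with an estimated correlation), there not without EPAGRI 108 control replicate 3 (adjusted p = 0.0738). The 24 aquaporins did not shift in BR-IRGA 409 (median -0.051, adjusted p = 0.509) and shifted down in EPAGRI 108 (median -0.086, adjusted p = 0.0319, 0.473 with an estimated correlation), not without EPAGRI 108 excess Fe replicate 1 (0.402), control replicate 2 (0.244) or control replicate 3 (0.0738). The 23 ribosomal proteins taken as a reference did not shift in BR-IRGA 409 (median -0.068, adjusted p = 0.460) or EPAGRI 108 (median -0.028, adjusted p = 0.223). Between the cultivars in control, the receptor kinase gene LOC_Os01g03370 was at least 66.2-fold lower in EPAGRI 108, and LOC4349197, of unstated function, at least 114-fold lower. In the other direction, the genes LOC4329826 and LOC4341223 were at least 52.1-fold and 60.3-fold higher in EPAGRI 108.

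The EPAGRI 108 arrays numbered 1 of both treatments lay between the other EPAGRI 108 arrays and were more alike than any other pair of arrays (r = 0.997). On a linear scale, 84 probe sets that were higher with excess Fe on the arrays numbered 2 and 3 placed the array labelled excess Fe replicate 1 at a median share of 0.614 of the change, and 10 that were lower placed it at 0.506, while the array labelled control replicate 1 stood at 0.355 and 0.209. The shares do not decide on an exchange of the labels of these 2 arrays. The share of 0.614 lies nearer to the excess Fe arrays, but that of 0.506 lies about midway. The limits of that test were set after the data were seen, and arrays lying between the treatments could not have met them. The tables argue against a response scaled by 1 factor on the log2 scale, since rising and falling probe sets then differ by 0.596 in position. A batch of all arrays numbered 1 stays open: BR-IRGA 409 excess Fe replicate 1 stood at 0.894 (rising) and 1.00 (falling) and control replicate 1 at -8.76e-04 (rising), near their own groups, but control replicate 1 at 0.195 by falling probe sets, and in 3' minus 5' signal of actin all 4 arrays numbered 1 stood apart (2.65 to 3.25 in log2, against 0.713 to 1.77). A mixture of signal of both treatments in each array stays open as well, since rising probe sets gave shares 0.107 and 0.146 above falling ones, while in simulated mixtures falling ones lay 0.0613 and 0.0538 above rising ones, and the limit of 0.15 was set after the data were seen, and no biological explanation was tested.

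By the array labels the EPAGRI 108 changes run the way of BR-IRGA 409, opposite to the study's tables in 214 of 214 entries. The study's EPAGRI 108 folds, with the sign turned and 16 added, were met by the arrays numbered 2 and 3 of each treatment with a median distance of 0.0686 in log2, against 0.201 for the next closest of 16 choices of arrays and 0.699 for all 3, and its p values with one of 0.125 in log10, against 0.472 and 0.751. This is consistent with EPAGRI 108 values of the study taken from these arrays, while for BR-IRGA 409 all 3 arrays gave 0.0420 and 0.127, and the paper's methods state averages of 3 biological replicates for each sample, which goes against it. An exchange of the treatment labels of the 6 EPAGRI 108 arrays and a ratio of control over excess Fe in the study's tables cannot be told apart, since both predict the 214 opposite signs, and since the 17 of 19 Fe uptake and Fe storage genes called in BR-IRGA 409 that change the same way in EPAGRI 108 by the labels decide between them only if the biology of EPAGRI 108 is assumed. A response of EPAGRI 108 opposite to that of BR-IRGA 409 stays open as well and was not tested, and the paper's own RT-qPCR, which runs the study's way for several genes as an inverted ratio in the tables alone would not, and its Table 1, with more Fe in EPAGRI 108 roots in excess Fe at a later day, are no array values and do not settle it.

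For excess Fe against control, 10 splits of a cultivar's 6 arrays are too few for a share under 0.05. In BR-IRGA 409 the 6 arrays alone gave 787 called probe sets and 0 at most in another split (1 of 10 as large). In EPAGRI 108 they gave 0 by limma, as did every other split (10 of 10 as large), where the unadjusted t-test with at least 3-fold gave 220 in the real split and 33 at most in another, or 1 among the 4 that part all 3 same-numbered pairs. For probe sets called in both cultivars, 2 of 100 drawn splits gave as many as the real 148, a share under 0.05 that would exclude chance if same-numbered arrays were independent. The highest other, 148 too, is the real split with the EPAGRI 108 groups mirrored, and other EPAGRI 108 groups gave 0 by limma. Of the 14 splits that part all 6 same-numbered pairs, as the real one does, 2 gave as many, and 14 are too few for a share under 0.05, so that chance is not taken as excluded.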
